# Elucidating the mechanisms by which disulfiram protects against obesity and metabolic syndrome

**DOI:** 10.1038/s41514-020-0046-6

**Published:** 2020-07-21

**Authors:** Michel Bernier, Dylan Harney, Yen Chin Koay, Antonio Diaz, Abhishek Singh, Devin Wahl, Tamara Pulpitel, Ahmed Ali, Vince Guiterrez, Sarah J. Mitchell, Eun-Young Kim, John Mach, Nathan L. Price, Miguel A. Aon, David G. LeCouteur, Victoria C. Cogger, Carlos Fernandez-Hernando, John O’Sullivan, Mark Larance, Ana Maria Cuervo, Rafael de Cabo

**Keywords:** Metabolic syndrome, Obesity

## Abstract

There is an unmet need and urgency to find safe and effective anti-obesity interventions. Our recent study in mice fed on obesogenic diet found that treatment with the alcohol aversive drug disulfiram reduced feeding efficiency and led to a decrease in body weight and an increase in energy expenditure. The intervention with disulfiram improved glucose tolerance and insulin sensitivity, and mitigated metabolic dysfunctions in various organs through poorly defined mechanisms. Here, integrated analysis of transcriptomic and proteomic data from mouse and rat livers unveiled comparable signatures in response to disulfiram, revealing pathways associated with lipid and energy metabolism, redox, and detoxification. In cell culture, disulfiram was found to be a potent activator of autophagy, the malfunctioning of which has negative consequences on metabolic regulation. Thus, repurposing disulfiram may represent a potent strategy to combat obesity.

## Introduction

The challenges posed by the onslaught of obesity and associated metabolic disorders in the realm of public health and global economies are growing at a fast pace. Current behavioral and pharmacotherapies to reduce appetite and counter body weight gain have shown limited success in part due to resilience of the organism to adapt to changes in energy homeostasis^1,2^. Effective approaches for weight loss programs require negative energy balance where energy expenditure (physical activity and thermogenesis) exceeds calorie intake. Under conditions of high energetic demand, there is a close association between food intake and the amount of energy being used. However, as energetic needs are diminished, this link is lost leading to obesity and metabolic dysfunction^3,4^. Although lifestyle changes can help to restore energy balance, for many individuals this approach is not sufficient or sustainable long term. As such, new approaches to help raise resting metabolic rate and restore metabolic homeostasis will be necessary to help combat this growing public health crisis.

Disulfiram (DSF, Antabuse®), a Food and Drug Administration-approved alcohol aversive drug, has anti-inflammatory properties and confers protection from a number of cancer types^5^, in part through its inhibition of nuclear factor-κB (NF-κB)^6^. Subsequent work demonstrated that DSF can also regulate FOXO1, leading to impaired hepatic gluconeogenesis^7^, suggesting it may be involved in hepatic regulation of metabolic function. We recently reported that C57BL/6J mice on high-fat diet (HFD) responded to DSF treatment with a decrease in body weight and an increase in energy expenditure without a significant change in food intake^8^. In contrast to the leptin sensitizer celastrol^9^ and the incretin-dexamethasone conjugate^10^, DSF did not induce hypophagia. The intervention with DSF improved glucose tolerance and insulin sensitivity, while preventing fibrosis and steatosis of the liver and hypertrophy of pancreatic islet cells. The DSF’s catabolic actions were associated with loss of fat mass and lower circulating leptin levels in mice fed either standard diet (SD) or HFD, consistent with the known association between plasma leptin, weight gain, and insulin resistance^11,12^. The in vivo effect in the DSF intervention study demonstrated a ~40% reduction in weight in HFD-fed mice^8^. This is easily on par with or even superior to celastrol and incretin-based pharmacotherapy, which prompted a reduction in body weight in the ~25% range in obese mice^10,13,14^.

In our previous study, we also showed that DSF treatment elicited a substantial positive impact on health markers in the diabetes-prone Sprague–Dawley rats, with a key reduction in fat depots. This significant fat mass loss was associated with a trend toward lower accumulation of liver triglycerides in response to DSF. Moreover, at the conclusion of the 12-week study, the impact of DSF on the size and frequency of liver sinusoidal endothelial fenestrations^15^ was consistent with DSF’s ability to improve organismal response through preservation of hepatic function^8^. To gain insight into the basis for the health benefits of DSF, we performed liver transcriptomic and proteomic analyses, as well as serum metabolomic profiling in the same cohort of animals. This multi-omic approach allowed us to identify consistent signatures in response to DSF, including the identification of numerous pathways related to lipid and energy metabolism, redox, and detoxification. Gene Ontology (GO) analysis in the liver of DSF-treated mice returned the term “lysosomes,” the catalytic component in autophagy, among the top terms and cellular pathways. This along with the systemic anti-inflammatory effects of DSF led us to further explore the role of autophagy in the maintenance of cellular and organismal energy homeostasis^16^, as different variants of autophagy are activated in response to nutritional challenges, including nutrient deprivation and lipid excess. Activation of autophagy protects against lipotoxicity^17,18^, whereas sustained dietary lipid challenges lead to autophagy malfunction with the subsequent metabolic deregulation^19,20^. Our in vitro findings demonstrate that DSF has a direct effect on autophagy, indicating that this may be an important mechanism by which DSF regulates obesity and metabolic function.

## Results and discussion

### Transcriptional profiling of the effect of DSF in mouse liver

Four-month-old male C57BL/6J mice were fed either a SD or HFD supplemented with or without a low or high dose of DSF for 41 weeks (Fig. 1a). At the conclusion of the study, the body weight of the DSF-treated mice was significantly lower than their respective SD and HFD controls (Fig. 1b), even though mice were consuming similar amount of food. Additional information can be found in the original publication^8^.

**Fig. 1:**
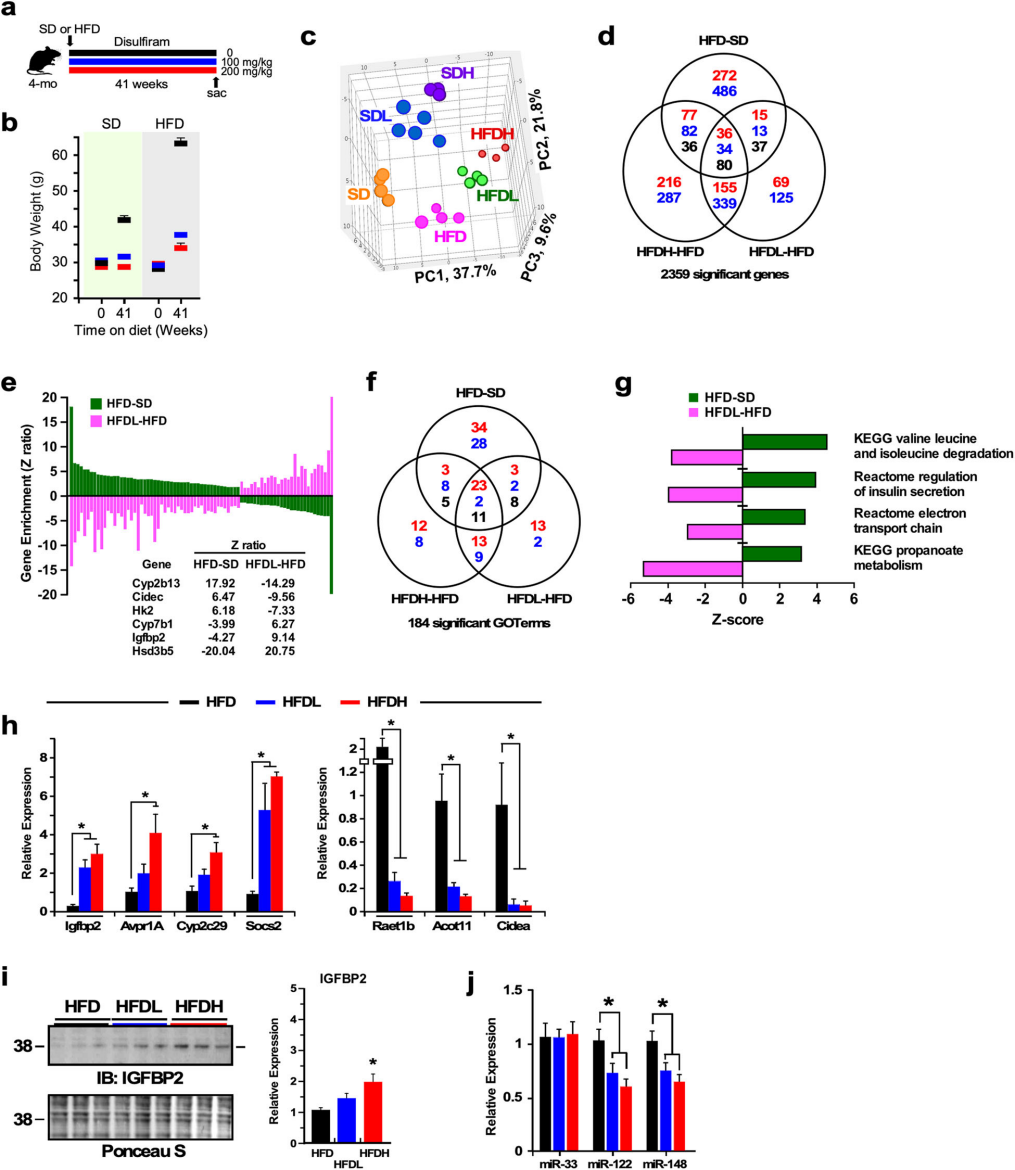
Disulfiram significantly modifies the liver transcriptome profile in HFD-fed mice. **a** Experimental design. Vehicle, black bar; low dose of DSF, blue bar; high dose of DSF, red bar. **b** Body weight of the six experimental groups of animals at the start and the conclusion of the study. *n* = 14–22 per group. **c** Principal component analysis (PCA) was performed on liver of mice fed a standard (SD) or high-fat diet (HFD) supplemented or not with low and high doses of DSF for 41 weeks. **d** Venn diagram of significantly upregulated (red font), downregulated (blue font), and reciprocally regulated (black font) gene transcripts. **e** Graphical representation of the 80 genes reciprocally regulated in the HFD-SD, HFDL-HFD, and HFDH-HFD (data not shown) pairwise comparisons. *Cyp2b13*, *Cidec*, *Hk2*, *Cyp7b1*, *Igfbp2*, and *Hsd3b5* were among the top reciprocally regulated liver genes. Additional information is provided in Supplemental Table 3. **f** Venn diagram depicting the distribution of GO Terms with positive (red font) and negative (blue font) z-ratios derived from the HFD-SD, HFDL-HFD, and HFDH-HFD pairwise comparisons. The number of GO Terms in black represents z-ratios in opposite direction between the three pairwise comparisons. **g** A select group of canonical pathways enriched in genes significantly impacted in the HFD-SD and HFDL-HFD pairwise comparisons. **h** Validation of the microarray data by quantitative real-time PCR. *n* = 4. **i** Liver extracts were prepared from mice after 41 weeks of dietary intervention and then immunoblotted for IGFBP2 (left panel). Relative protein expression after data normalization using Ponceau S staining of the membrane is depicted in right panel. Data in **f**, **g** are shown as mean ± SEM. *P ≤ 0.05 compared with diet without DSF. Related to Supplementary Fig. 1 and Supplementary Tables 1–3 and 6.

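Liver RNA of 30 male C57BL/6J mice, 5 in each of 6 groups, was measured on 32 Illumina MouseRef-8 v2 BeadChip arrays. The groups were SD and HFD without DSF, SDL and HFDL with the low dose of DSF (100 mg/kg), and SDH and HFDH with the high dose (200 mg/kg). The paper gives 41 weeks of diet and an age of 57 weeks at the end, and the sample labels give 40 and 56 weeks. The labels also give the DSF content of the food, as 1 g/kg for SDL, 2 g/kg for SDH, 2.33 g/kg for HFDL and 2.67 g/kg for HFDH. These contents lie closer together on HFD than on SD and are not reconciled with the doses in mg/kg. One SD mouse and one HFD mouse were measured on 2 arrays each (Pearson's r across probes 0.997 and 0.996), which were averaged and counted as 1 mouse. The authors read the arrays with GenomeStudio and deposited a linear intensity and a detection p-value for each probe, and both were used here. Each array's log2 intensities were Z-normalized over all its probes and multiplied by the mean standard deviation of the arrays (1.79). Differences are then close to log2 fold changes for arrays whose own standard deviation is near that mean. The paper names Z-normalization and refers elsewhere for its details. Genes were tested by their probe of highest mean signal if it was detected at p under 0.05 in at least 5 mice, which left 10041 genes. Groups were compared with limma, fitted to all mice together, at an adjusted p under 0.05 (Benjamini-Hochberg) with no minimum fold. On 29 of the arrays, 43.8% to 52.7% of the probes were detected. The arrays of 3 mice had far less signal, with 6.56% detected for SDH replicate 16, 23.7% for HFDL replicate 10 and 27.2% for HFDH replicate 16. Their standard deviations of log2 intensity were 0.102, 1.08 and 1.23, so the scaling to 1.79 stretches their differences. SDH replicate 16 correlated with no other array above 0.0481 (Pearson's r). Log2 fold changes and folds over all 30 mice in SDH, HFDL and HFDH each include such an array. Results over all 30 mice are therefore given beside the same test over the 27 other mice (9972 genes, at least 4 mice a group). These 3 mice are those with under 35% of the probes detected, and the set without them was chosen after seeing the data, including the gene counts and leading genes with and without them. Replicate numbers are those of the deposited intensity table. The paper gives 5 mice per group in its methods for the arrays and 3 to 5 with its principal components, and does not name them.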

The anti-obesity effect of DSF led us to perform whole-genome microarray analysis on mouse liver samples to identify and characterize the pathways and genes impacted by DSF. 

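In the 27 mice with full signal, a set chosen after seeing the data, diet separated the livers along PC1 and PC3. On PC1, 13 mice on HFD lay at 11 ± 11.1 and 14 mice on SD at -10.2 ± 9.3 (mean ± SD). The two-sided permutation p was 1e-05, the smallest that the permutations can give, and 9e-05 after adjustment over 9 tests. On PC3 the mice on HFD lay at 6.24 ± 7.74 and those on SD at -5.79 ± 12.8 (permutation p = 0.0078, adjusted p = 0.018). Mice given DSF lay lower on PC3 than mice on the same diet without it. On SD the scores were -13.3 ± 6.21 with DSF (n = 9) and 7.78 ± 9.71 without (n = 5; exact permutation p = 5e-04, adjusted p = 0.0022). On HFD they were 1.35 ± 5.41 with DSF (n = 8) and 14.1 ± 2.1 without (n = 5; exact permutation p = 0.0016, adjusted p = 0.0047). DSF also went with higher scores on PC1, on HFD (16.9 with DSF against 1.49 without, exact permutation adjusted p = 0.02) and on SD (-6.15 against -17.4, exact permutation adjusted p = 0.036). These 3 components held 18.9%, 14.5% and 12.9% of the variance of 13301 detected probes, and for diet or DSF no test of PC2 passed. Over all 30 mice (13394 probes), they held 53.1%, 33.4% and 2.45%. There PC3 separated 15 mice on HFD (8.79 ± 10.9) from 15 on SD (-8.79 ± 8.78; permutation p = 5e-05, adjusted p = 4.5e-04), but PC1 did not (p = 0.74). For DSF on this PC3, the adjusted p was 0.11 on SD and 0.16 on HFD (exact permutation tests). Without SDH replicate 16 alone, PC1 held 73.9% and PC2 4.77%.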

Principal component analysis (PCA), displayed as a three-dimensional scatter plot, helped visualize the impact of diet and doses of DSF on global gene expression profiles (*n* = 3–5 biological replicates/experimental group) and showed a strong effect of both diet (PC1 = 37.7%) and doses of DSF (PC2 = 21.8%) on the liver transcriptome (Fig. 1c). Venn diagrams were built to analyze lists of genes and visualize their intersections from various pairwise comparisons (Fig. 1d and Supplementary Fig. 1a). Pairwise comparisons of HFD- vs. SD-fed mice, and HFD-fed mice treated with either a low (HFDL, 100 mg/kg food/day) or high dose (HFDH, 200 mg/kg food/day) of DSF vs. HFD identified 2359 differentially expressed genes (Fig. 1d). Among these, there were 150 shared transcripts between all three comparisons, of which >53.3% (80/150) exhibited a reciprocal pattern of expression between HFD feeding and DSF treatment (Fig. 1e), with *Cyp2b13*, *Cidec*, *Hk2*, *Cyp7b1*, *Igfbp2*, and *Hsd3b5* being among the top reciprocally regulated genes (additional information can be found in Supplementary Table 1). 

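On HFD, Cyp2b13, a cytochrome P450 expressed more in female than in male mouse liver, was at least 7.39-fold higher than on SD, where 2 of 5 mice were above background (log2 fold change 3.08, standard error 0.51, adjusted p = 0.02 from limma). All 5 HFD mice lay above all 5 SD mice. Here and below, an at-least fold bounds only the effect of background. It carries no sampling error and is no confidence limit. DSF given with the HFD went with less Cidea, a lipid droplet protein, at least 9.53-fold at the low dose (log2 fold change -3.41, standard error 0.51, adjusted p = 0.0022) and 9.38-fold at the high dose (-3.45, adjusted p = 7e-04), with 2 of 5 treated mice above background at each. Ntrk2, the receptor of brain-derived neurotrophic factor, fell by 1.65 on the log2 scale at the low dose (adjusted p = 1.4e-04) and by 1.96 at the high dose (adjusted p = 4.9e-06). At the high dose, Wfdc2, a secreted protein with a protease inhibitor domain, was 5.42-fold lower (adjusted p = 6.3e-06). Cyp2b13 fell to background at that dose and was at least 6.53-fold lower (log2 fold change -3.03, adjusted p = 0.0043). Cyp2b10, an enzyme induced through the nuclear receptor CAR, was 9.64-fold higher at the high dose (log2 fold change 3.27, standard error 0.66, adjusted p = 0.028). Over all 30 mice, limma called 1 gene higher and 0 lower in HFD-SD, with 137 genes at an unadjusted p under 0.05. It called 0 higher and 6 lower in HFDL-HFD (267 unadjusted), and 1 higher and 18 lower in HFDH-HFD (421 unadjusted). In all, 19 genes changed in at least 1 of the 3 comparisons. HFD-SD had 0 calls without any one of SD replicates 1, 2, 3 and 4 and HFD replicates 1, 3 and 4, and 2 without SD replicate 5 or HFDL replicate 10. The 6 in HFDL-HFD became 16 without SDH replicate 16. The 19 in HFDH-HFD became 54 without SDH replicate 16, 11 without HFD replicate 2, 10 without HFDH replicate 14 or 15, and 8 without HFDH replicate 17. They became 6 without HFD replicate 1, HFD replicate 4 or HFDH replicate 13. The 19 in any of the 3 became 54, 12, 11, 11 and 9 without SDH replicate 16, HFD replicate 2 and HFDH replicates 14, 15 and 17. They became 7, 6 and 7 without HFD replicates 1 and 4 and HFDH replicate 13. Cyp2b10 was not called without any one of the 5 HFD mice or of HFDH replicates 13, 14, 15 and 17. With only the mice of the 2 groups in the fit, Cyp2b13 had adjusted p = 0.053 in HFD-SD and 0.17 in HFDH-HFD, and Cyp2b10 0.078.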

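In the 27 mice with full signal, a set chosen after seeing the data, Cyp2b9 rose 16.6-fold on HFD (log2 fold change 4.05, standard error 0.69, adjusted p = 0.0053). Cyp2b23 rose by 2.99 on the log2 scale (adjusted p = 1.6e-04), while Elovl6, a fatty acid elongase, fell by 1.37 (adjusted p = 0.0061). With low-dose DSF on HFD, Lgals1, which encodes galectin-1, fell by 1.88 (standard error 0.26, adjusted p = 5.6e-04) and Clstn3, a calsyntenin, by 1.93 (adjusted p = 0.0045). With the high dose, Lgals1 fell by 2.37 (adjusted p = 5.2e-06), Mmd2 by 2.47 (adjusted p = 3e-04) and Robo1, a receptor of the Slit proteins, by 1.73 (adjusted p = 0.0034). Here 49 genes rose and 44 fell on HFD (1394 at an unadjusted p under 0.05). In HFDL-HFD 7 rose and 39 fell (1058 unadjusted), and in HFDH-HFD 144 rose and 293 fell (1993 unadjusted). Together 518 genes changed in at least 1 comparison. All genes called over the 30 mice were also called here, in the same direction. The 93 calls in HFD-SD became 243 without SD replicate 5. They became 26, 49, 35, 58, 22 and 21 without SD replicates 1, 2 and 3 and HFD replicates 2, 3 and 4. The 46 in HFDL-HFD became 23, 18, 24 and 23 without HFD replicates 1 and 4 and HFDL replicates 7 and 9. The 437 in HFDH-HFD became 233, 258, 167 and 205, and the 518 became 303, 276, 241 and 274, without HFD replicates 1 and 4 and HFDH replicates 13 and 15. With only the mice of the 2 groups in the fit, the counts were 16, 31 and 312.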

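Igfbp2, a circulating binding protein of insulin-like growth factors, fell by 0.94 on the log2 scale on HFD in the 27 mice with full signal (standard error 0.23, adjusted p = 0.045). With DSF it rose by 1.56 at the low dose (adjusted p = 0.0013) and by 2.03 at the high dose (adjusted p = 1.4e-05). Cdh1, the epithelial cadherin, followed the same course, with log2 fold changes of -0.92 in HFD-SD, 0.84 in HFDL-HFD and 1.32 in HFDH-HFD (adjusted p = 0.012, 0.037 and 1.3e-04). Treh, the enzyme that splits trehalose, went the other way, with 0.70 on HFD and -0.93 and -0.91 with DSF (adjusted p = 0.04, 0.0082 and 0.0033), and so did Bex4 and Tafa5. These 5 genes were called in all 3 comparisons of the 27 mice, a set chosen after seeing the data, and all 5 were reciprocal. Bex4 was above background in 1 of 5 SD, 0 of 4 HFDL and 0 of 4 HFDH mice. Its changes were at least 1.22-fold in HFD-SD, 1.16-fold in HFDL-HFD and 1.11-fold in HFDH-HFD. Tafa5 was above background in 1 of 4 HFDL and 0 of 4 HFDH mice, with falls of at least 1.23-fold and 1.19-fold. With 30 mice, limma called 0 genes in all 3 comparisons. At an unadjusted p under 0.05, 13 genes passed in all 3, and 69.2% of them were reciprocal. Data simulated with no effect for the 30 mice gave 49 genes on average, 100% of them reciprocal, so this share is no evidence of reversal. That simulation drew the residuals of all 30 mice into any group. Low-signal arrays thus also fell into SD and HFD, which hold none, and the simulated count is no benchmark for the 13. The study chose the 6 genes it names on these samples, so their direction is not independent evidence. Of these, Cyp2b13 rose on HFD, at least 8.28-fold (2 of 5 SD mice above background, adjusted p = 0.0023), and fell in HFDH-HFD, at least 7.6-fold (adjusted p = 9e-04), with -1.99 in HFDL-HFD (adjusted p = 0.12). Without HFD replicate 5B these bounds were 12.6-fold and 11.6-fold. Cidec, a lipid droplet protein, had 1.04 on HFD (adjusted p = 0.27), -1.72 in HFDL-HFD (adjusted p = 0.1) and -1.88 in HFDH-HFD (adjusted p = 0.018). Cyp7b1, an oxysterol hydroxylase, had -0.49, 0.86 and 1.17 (adjusted p = 0.45, 0.26 and 0.025). Hk2, a hexokinase, and Hsd3b5, a steroid dehydrogenase of male liver, passed in none of the 3, with 0.66, -1.01 and -1.28 for Hk2 and -2.85, 3.00 and 2.74 for Hsd3b5. Hsd3b5 lay at -0.97, -0.87 and -0.56 in HFD replicates 1, 3 and 4, but at 3.72 and 4.22 in HFD replicates 2 and 5B, which is within the range of the SD mice. The same HFD mice enter both sides of this contrast with opposite signs. Of 141 genes at an unadjusted p under 0.05 in all 3 comparisons of the 27 mice, 51.8% were reciprocal, against 98.4% in data simulated with no effect. When HFD-SD had its own HFD mice and both comparisons with DSF used the others, the median share was 28.5% (range 9.44% to 66.2%). The simulated 98.4% is no benchmark for these splits, since it has the HFD mice in all 3 comparisons. No data without an effect were simulated for the splits. The fall of Igfbp2 on HFD was lost without any one of SD replicates 1, 3, 4 and 5 and HFD replicates 1, 3 and 4 (adjusted p up to 0.15), and with quantile normalization or neqc. That of Cidec in HFDH-HFD was lost without HFD replicate 1 or 4 or HFDH replicate 13 or 14 (up to 0.053), and the rise of Cyp7b1 without HFD replicate 1, 3 or 4 or HFDH replicate 13, 14 or 15 (up to 0.086), or with either of these normalizations. Treh on HFD was lost without SD replicate 1 or 3 or HFD replicate 1, 3, 4 or 5B (up to 0.13), and Cdh1 in HFDL-HFD without HFD replicate 1, 3 or 4 or HFDL replicate 7, 9 or 11 (up to 0.13). The calls in HFD-SD of Cyp2b13, Igfbp2, Cdh1 and Treh were lost with only the mice of the 2 groups in the fit (adjusted p = 0.052, 0.16, 0.092 and 0.14), as were those of Cdh1 in HFDL-HFD (0.069) and Cyp7b1 in HFDH-HFD (0.088). Bex4 on HFD was lost without SD replicate 1, 2, 3 or 4 (up to 0.12), with quantile normalization (0.061), and with the 2 groups alone (0.19), as in HFDL-HFD (0.12) and HFDH-HFD (0.056), and was not tested without SD replicate 5 or HFD replicate 1, 2, 3 or 4. Bex4 thus met the detection filter only with these mice, mostly of HFD, where it was higher. Tafa5 was lost in HFD-SD without any one mouse but SD replicate 4 and HFD replicate 5B (up to 0.099), in HFDL-HFD without any but HFD replicate 5B (up to 0.15), and with the 2 groups alone in both (0.11 and 0.072). The 5 genes became 0 without HFD replicate 1, 3 or 4, 1 without SD replicate 1 or HFDL replicate 9, and 2 without SD replicate 3 or HFDL replicate 7 or 8. They became 3 without SD replicate 4, SDL replicate 9 or 10, SDH replicate 13 or 14, HFD replicate 2, HFDL replicate 11 or HFDH replicate 14 or 15.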

In SD-fed mice, DSF treatment altered the expression of more than 1526 genes, with 677 of them shared between the SDL-SD and SDH-SD comparisons (Supplementary Fig. 1a and Supplementary Table 1 for a list of top regulated genes). 

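In mice on SD, high-dose DSF went with less Ntrk2, which fell by 1.91 on the log2 scale (standard error 0.2, adjusted p = 7.9e-06 from limma, 5 mice a group). Wfdc2 fell by 1.85 (adjusted p = 0.0012), the oxysterol-binding protein gene Osbpl3 by 1.22 and the ephrin gene Efna5 by 1.06 (adjusted p = 0.0062 for both). At the low dose, Ntrk2 fell by 1.29 (adjusted p = 0.011). In the 27 mice with full signal, a set chosen after seeing the data, Lpl, which encodes lipoprotein lipase, rose by 2.45 at the high dose (standard error 0.36, adjusted p = 2.3e-04). Hsd17b6, a steroid dehydrogenase, rose by 2.16 at the high dose (adjusted p = 6.4e-05) and 1.64 at the low dose (adjusted p = 0.0013), and Tff3, a secreted trefoil peptide, by 2.88 at the high dose (adjusted p = 0.0025). Apoa4, an apolipoprotein, fell by 2.02 at the high dose (adjusted p = 0.0016) and 1.82 at the low dose (adjusted p = 0.008). Aqp4, a water channel, fell by 1.23 at the low dose (adjusted p = 7.3e-04). Over all 30 mice, limma called 0 genes higher and 2 lower in SDL-SD (135 at an unadjusted p under 0.05) and 0 higher and 7 lower in SDH-SD (1167 unadjusted). Both calls of SDL-SD were among the 7. Of the genes tested in the 27 mice, 27 rose and 36 fell in SDL-SD (1071 unadjusted), and 280 rose and 425 fell in SDH-SD (2341 unadjusted), with 708 genes in either and 60 in both. SDH replicate 17 and SD replicate 2 carried transcripts of the exocrine pancreas. Without these 2 mice the counts were 46 in SDL-SD, 340 in SDH-SD, 344 in either and 42 in both. The median gene of SDH-SD lay at -0.28 in the 30 mice, and single genes' falls there include this shift. They also include the array of SDH replicate 16, whose differences the scaling stretches. The 2 calls of SDL-SD, and so those in both, became 0 without SD replicate 1, 2 or 4 or SDL replicate 11, and 1 without SD replicate 3, SDL replicate 7, 8 or 9 or HFD replicate 4. They became 4, 7 and 8 without SD replicate 5, SDH replicate 16 and HFDL replicate 10. The 7 of SDH-SD, and so those in either, became 24, 30, 18, 26 and 18 without SD replicate 5, SDH replicates 16 and 17, HFDL replicate 10 and HFDH replicate 16. The 63 calls of SDL-SD in the 27 mice became 30, 33, 103, 35, 30, 29 and 98 without SD replicates 2, 4 and 5, SDL replicates 11, 8 and 9 and SDH replicate 17. Those in both became 28, 32, 96, 35, 30 and 27 without the first 6 of these. The 705 of SDH-SD became 467, 340 and 345 without SD replicates 1 and 2 and SDH replicate 15, and the 708 in either became 342 and 353 without the last 2 of these. With only the mice of the 2 groups in the fit, 18 genes were called in SDL-SD and 115 in SDH-SD of the 27 mice, and Tff3 was lost (adjusted p = 0.057). Fitted likewise from the 30 mice, none of the 4 genes named first passed in SDH-SD (adjusted p = 0.2 for Ntrk2, 0.57 for Wfdc2, 0.23 for Osbpl3 and 0.67 for Efna5), nor Ntrk2 in SDL-SD (0.081). The split of 27 higher to 36 lower in SDL-SD turned to 30 and 27 with quantile normalization and to 29 and 22 with neqc. That of 280 to 425 in SDH-SD became 324 and 341, 311 and 316, and, with the 2 groups alone, 60 and 55.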

Parametric analysis of gene-set enrichment (PAGE) enables the identification of canonical pathways and unbiased GO annotations enriched in genes present in various pairwise comparisons. There were 102 significantly enriched GO Terms in the SDL-SD and SDH-SD pairwise comparisons (Supplementary Fig. 1b), of which 54 (52.9%) intersected and exhibited a similar pattern of expression (Supplementary Table 2). In addition, 62 out of a total of 173 canonical pathways (35.8%) were shared between SDL and SDH vs. SD (Supplementary Fig. 1b and Supplementary Table 2). 

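Glutathione S-transferases rose on SD with high-dose DSF in the 27 mice with full signal, a set chosen after seeing the data. Gsta1 was 4.84-fold higher (standard error 0.56 on the log2 scale, adjusted p = 0.016), Gsta2 3.89-fold (adjusted p = 0.009) and Gstm1 2.56-fold (adjusted p = 4.3e-05), with 4 SDH and 5 SD mice. Of 24 measured genes of glutathione conjugation, 8 rose and 0 fell in SDH-SD (11 and 1 when adjusted over the list alone). In SDL-SD 1 rose, Gstm1, by 0.88 (adjusted p = 0.0052; 5 and 0 when adjusted over the list alone). The list rose against other genes by camera in SDL-SD and SDH-SD (adjusted p = 3.8e-08 and 2.5e-09; adjusted p = 0.11 and 0.1 with an estimated correlation). Of 55 genes of the cytosolic ribosome, 19 rose and 0 fell in SDH-SD (32 and 0 over the list alone), among them Rps3a1 by 0.95 (adjusted p = 0.0025) and Rpl36a by 0.71 (adjusted p = 4.2e-04). None of the 55 passed in SDL-SD by limma over all genes, and 22 rose over the list alone. The median log2 fold change of the ribosomal list was 0.27 in SDL-SD and 0.33 in SDH-SD (camera adjusted p = 1.1e-21 and 8.5e-22; adjusted p = 0.2 in both with an estimated correlation). Of 56 genes of xenobiotic metabolism by cytochrome P450, 4 rose in SDL-SD (11, with 2 lower, over the list alone), and 12 rose and 1 fell in SDH-SD (15 and 2 over the list alone). That list rose by camera in both (adjusted p = 1.7e-08 and 8.1e-11; adjusted p = 0.11 and 0.1 with an estimated correlation). Of 14 genes of triglyceride hydrolysis, Lpl alone rose in SDH-SD, and 3 rose and 3 fell over the list alone (median -0.08, mean 0.13, camera adjusted p = 0.78). None of them passed in SDL-SD by limma (median -0.05, mean 0.03, camera adjusted p = 0.96). The lists of glutathione conjugation, the ribosome and xenobiotic metabolism were also higher in HFD-SD, without DSF, against the same SD mice (camera adjusted p = 7.6e-04, 3.4e-04 and 2e-08; adjusted p = 0.36, 0.76 and 0.11 with an estimated correlation). The first 2 of these calls were lost with quantile normalization (0.06 and 0.084) and neqc (0.077 and 0.11), the ribosomal list turning downward. These lists follow pathways that the study picked from these samples, so their direction is not independent evidence. Of these genes, limma called none on SD over all 30 mice. The camera test in SDL-SD then gave adjusted p = 5.7e-04 for glutathione conjugation, 0.0024 for the ribosome and 2.6e-05 for xenobiotic metabolism (adjusted p = 0.86, 0.99 and 0.88 with an estimated correlation), and neqc ended the ribosomal call (0.081). In SDH-SD their medians, not corrected for the shift of the median gene, were -0.27, -0.59 and -0.33 (camera adjusted p = 0.19 upward, 0.98 downward and 0.086 upward). SDH replicate 17 and SD replicate 2 carried pancreatic transcripts, with colipase (Clps) 7.7 and 4.46 on the log2 scale above the median of the other mice.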

Top upregulated pathways included “reactome glutathione conjugation,” “KEGG ribosome,” and “KEGG metabolism of xenobiotics by CYP450,” while “Reactome hormone-sensitive lipase-mediated triglyceride hydrolysis” was among the top downregulated pathways (Supplementary Fig. 1c). Further analysis revealed that 184 GO Terms were significantly enriched in the HFD-SD, HFDL-HFD, and HFDH-HFD pairwise comparisons, of which 36 intersected and 30.6% of these (11/36) exhibited a reciprocal pattern of expression (Fig. 1f and Supplementary Table 2), including “KEGG valine leucine and isoleucine degradation” and “Reactome electron transport chain” (Fig. 1g). 

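Genes of branched-chain amino acid degradation were slightly higher on HFD in the 27 mice with full signal, a set chosen after seeing the data, and lower with high-dose DSF on HFD. On HFD, 1 of 35 rose, the medium-chain acyl-CoA dehydrogenase gene Acadm, by 0.36 on the log2 scale (standard error 0.084, adjusted p = 0.036), and 2 when adjusted over the list alone. The median was 0.14 (camera adjusted p = 3.9e-06; adjusted p = 0.14 with an estimated correlation). In HFDH-HFD, 4 of the 35 fell (8 over the list alone), among them Pcca, of propionyl-CoA carboxylase, by 0.74, and Mccc1, of leucine breakdown, by 0.70 (adjusted p = 9.9e-04 and 0.011). The call of Acadm was lost without SD replicate 1, 3 or 4 or HFD replicate 3, 4 or 5B (adjusted p up to 0.12) and under quantile normalization and neqc (0.56 and 0.6), as with only the mice of the 2 groups in the fit (0.17), and that of Mccc1 without HFDH replicate 15 (0.054). The list fell in HFDH-HFD with a median of -0.13 (camera adjusted p = 0.022; adjusted p = 0.59 with an estimated correlation), and without HFD replicate 3 its adjusted p was 0.12. In HFDL-HFD none of the 35 passed by limma, and 2 fell over the list alone (median -0.09, camera adjusted p = 0.074). Of 58 genes of the mitochondrial electron transport chain, none passed by limma in these 3 comparisons. Their median was 0.14 on HFD (camera adjusted p = 1.7e-08; adjusted p = 0.51 with an estimated correlation). It was -0.03 in HFDL-HFD and 0.05 in HFDH-HFD (camera adjusted p = 0.8 and 0.38). The call of this list on HFD was lost with quantile normalization (adjusted p = 0.74) and with neqc (0.73). Both lists follow pathways that the study picked from these samples and are not independent evidence. No gene of either list passed by limma over all 30 mice, and camera gave adjusted p = 0.014 for each on HFD (adjusted p = 0.99 with an estimated correlation). The amino acid list then had 0.95 in HFDL-HFD and 0.87 in HFDH-HFD.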

Additional information on DSF-responsive GO terms and canonical pathways in HFD-fed mice can be found in Supplementary Table 2.

Four-way Venn diagrams were constructed to identify overlapping genes and genes that were uniquely expressed in the HFDH-HFD, HFDL-HFD, SDH-SD, and SDL-SD pairwise comparisons. 

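Ntrk2 fell in all 4 comparisons of DSF with the same diet without it, over all 30 mice and over the 27 mice with full signal. Its level among the latter, in log2 units (mean ± SD), was 1.84 ± 0.66 on SD, 0.48 ± 0.28 in SDL and -0.18 ± 0.16 in SDH. It was 1.44 ± 0.22 on HFD, -0.23 ± 0.063 in HFDL and -0.57 ± 0.17 in HFDH, with 4 or 5 mice a group. Mogat1, an acyltransferase of triglyceride synthesis, fell to background or near it, at least 1.8-fold in SDL-SD (2 of 5 mice above background, adjusted p = 0.01 from limma), 1.87-fold in SDH-SD, 2.28-fold in HFDL-HFD and 2.18-fold in HFDH-HFD (adjusted p = 0.0021, 5.6e-04 and 1.1e-04). Slco2a1, a prostaglandin transporter, rose by 1.46, 1.50, 0.98 and 1.30 in SDL-SD, SDH-SD, HFDL-HFD and HFDH-HFD (adjusted p = 1.8e-04, 8.4e-05, 0.021 and 4.7e-04). Nfe2l2, which encodes NRF2, fell less, with -0.46, -0.43, -0.50 and -0.68 (adjusted p = 0.041, 0.024, 0.044 and 8.3e-04). These 3 genes are from the 27 mice, a set chosen after seeing the data, in which 4 genes rose in all 4 comparisons (Cyp2b10, Igfbp2, Cdh1 and Slco2a1). There 10 fell, namely Cidea, Ntrk2, Mogat1, Osbpl3, Nfe2l2, Tmem237, Chchd6, Hsbp1 and 2 probes without a gene symbol. With quantile normalization of the 27 mice 8 fell in all 4, and with neqc 6. Over all 30 mice, limma called 0 genes higher and 2 lower in all 4, Ntrk2 and 1 probe without a symbol, where each comparison had 135 to 1167 genes at an unadjusted p under 0.05. The low-dose and high-dose comparisons of a diet share their control mice. On HFD they had 38 falling genes in common in the 27 mice, and their fold changes over all genes had a correlation of 0.766, against 0.444 in data simulated with no effect. With separate controls, the median correlation of their fold changes across genes, which are not independent replicates, was 0.54 on HFD and 0.43 on SD. The 2 genes lower in all 4 became 0 without SD replicate 1, 2 or 4 or SDL replicate 11, and 4 without SDH replicate 16 or HFDL replicate 10. They became 1 without SD replicate 3, SDL replicate 7, 8 or 9, HFD replicate 4 or HFDL replicate 11. The 4 higher in the 27 mice became 2 without SD replicate 2, SDL replicate 7, 8 or 9, HFD replicate 1 or 4 or HFDL replicate 7 or 9, and the 10 lower became 6 without HFDL replicate 9. Nfe2l2 was lost in HFDL-HFD without any one HFD or HFDL mouse except HFD replicate 3, in SDL-SD without SD replicate 2 or 5 or SDL replicate 7, 8, 9 or 10, and in SDH-SD without SD replicate 2 or SDH replicate 13, 14 or 15. Its calls in SDL-SD and HFDL-HFD were also lost with quantile normalization and with neqc. Slco2a1 was lost in HFDL-HFD without HFD replicate 1 or 4 or HFDL replicate 7, 8 or 9 (adjusted p up to 0.086), and Osbpl3 there without HFD replicate 4 or HFDL replicate 7 or 9 (up to 0.072). Ntrk2 and Mogat1 were lost in SDL-SD of the 27 mice with only the 2 groups in the fit (adjusted p = 0.08 and 0.095), as were Osbpl3 in HFDL-HFD (0.12) and Nfe2l2 in SDL-SD, SDH-SD and HFDL-HFD (0.15, 0.15 and 0.073), which left 1 gene higher in all 4, Slco2a1, and 2 lower. Fitted likewise from the 30 mice, Ntrk2 was lost in SDL-SD and SDH-SD (0.081 and 0.2).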

In response to DSF, more than 65 overlapping genes were upregulated and 81 downregulated irrespective of the diet (Supplementary Table 3). 

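Of 55 measured cytochrome P450 genes, Cyp2b10 alone rose in all 4 comparisons with DSF in the 27 mice with full signal, a set chosen after seeing the data. It was 11.5-fold higher in SDL (log2 fold change 3.53, standard error 0.51, adjusted p = 6.6e-04) and 15.6-fold in SDH (3.96, adjusted p = 8.4e-05). On HFD it was 9.6-fold higher at the low dose (3.26, adjusted p = 0.0024) and 15.6-fold at the high dose (3.97, adjusted p = 9.6e-05). Without SD replicate 5, which lay at 2.98 where the other SD mice lay below 0, Cyp2b10 was 19.1-fold higher in SDL and 25.9-fold in SDH. Cyp2b10 was above background in 3 of the 5 SD mice, so these folds rest in part on values at background. Cyp2c29, which can oxidize arachidonic acid, rose 4.48-fold in SDL (standard error 0.33 on the log2 scale, adjusted p = 0.001), 6.57-fold in SDH (adjusted p = 6.9e-05) and 2.39-fold in HFDH (adjusted p = 0.04). In HFDL its log2 fold change was 0.96 (adjusted p = 0.29). Cyp2c55 rose by 1.52 in SDL (adjusted p = 0.009) and by 1.95 in SDH (adjusted p = 5.5e-04). Of the 8 measured genes of the Cyp2c subfamily, 2 rose in SDL-SD, 4 in SDH-SD, 2 in HFDH-HFD and none in HFDL-HFD. Cyp2c50 and Cyp2c37, in SDH-SD, were lost without SDH replicate 13, 14 or 15 (adjusted p up to 0.1 and 0.12), and Cyp2c70, in HFDH-HFD, without HFD replicate 1, 4 or 5B or HFDH replicate 13 or 15 (up to 0.12). These 3 were also lost with quantile normalization and with neqc. The first 3 counts were 4, 6 and 3 (with 1 lower) when adjusted over the list alone. The subfamily rose by camera in SDL-SD and SDH-SD (adjusted p = 1e-05 and 7.6e-06; adjusted p = 0.1 in both with an estimated correlation), with adjusted p = 0.11 in HFDL-HFD and 0.16 in HFDH-HFD. In at least 1 of the 4 comparisons, 12 of the 55 genes rose and 3 fell. With all 30 mice, 1 of the 55 rose with DSF and 1 fell, Cyp2b10 and Cyp2b13, both in HFDH-HFD. The subfamily then had camera adjusted p = 2.7e-05 in SDL-SD, 0.046 in SDH-SD and 0.046 in HFDH-HFD (adjusted p = 0.17, 0.95 and 0.95 with an estimated correlation), and 0.14 in HFDL-HFD. Quantile normalization ended its calls in SDH-SD and HFDH-HFD (0.059 and 0.24), and so did neqc (0.083 and 0.32). Its median in SDH-SD was -0.12 and its mean 0.28. The call of Cyp2c29 in HFDH-HFD was lost without any one of HFD replicates 1, 2, 4 and 5B and HFDH replicates 13, 14 and 15 (adjusted p up to 0.13), and with neqc. Cyp2b10 and Cyp2c29 were lost in SDL-SD with only the mice of the 2 groups in the fit (adjusted p = 0.058 and 0.068). The subfamily was also higher in HFD-SD, without DSF (camera adjusted p = 8e-05; adjusted p = 0.11 with an estimated correlation), against the same SD mice. Probes of such closely related genes may bind each other's transcripts.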

Six CYP genes were significantly altered by DSF treatment, which included three members of the *Cyp2c* subfamily that are known to dampen hepatic inflammatory processes (reviewed in ref. ^21^). The overlapping genes that were the most highly upregulated included *Igfbp2* and *Avpr1a*, while *Cidea*, *Raet1b*, and *Acot11* were among the top downregulated genes. 

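In the 27 mice with full signal, a set chosen after seeing the data, Igfbp2 rose with DSF on SD by 1.00 on the log2 scale at the low dose (standard error 0.23, adjusted p = 0.037 from limma). At the high dose it rose by 1.25 (adjusted p = 0.003). Its level was 3.79 ± 0.54 in SD, 4.79 ± 0.38 in SDL, 5.04 ± 0.19 in SDH, 2.85 ± 0.45 in HFD, 4.41 ± 0.27 in HFDL and 4.88 ± 0.3 in HFDH (mean ± SD of log2 units, 4 or 5 mice). Avpr1a, the V1a vasopressin receptor, rose on HFD by 1.58 at the low dose (standard error 0.28, adjusted p = 0.0042) and 2.17 at the high dose (adjusted p = 3.7e-05). On SD it rose by 1.49 at the high dose (adjusted p = 0.0021), with 1.04 at the low dose (adjusted p = 0.062). Cidea fell at both doses on both diets, 6.75-fold in SDL (standard error 0.53 on the log2 scale, adjusted p = 0.01), and at least 6.82-fold in SDH (adjusted p = 0.0033), 10.9-fold in HFDL (adjusted p = 0.0019) and 10.4-fold in HFDH (adjusted p = 4.9e-04), where 2 of 4 mice were above background. Its level on SD without DSF was 2.14 ± 1.6, and without SD replicate 5 (-0.40) Cidea was 10.4-fold lower in SDL and at least 10.6-fold in SDH. Acot11, an acyl-CoA thioesterase, fell at the high dose by 1.04 on SD (standard error 0.26, adjusted p = 0.02) and 1.18 on HFD (adjusted p = 0.011), with -0.71 and -0.78 at the low dose (adjusted p = 0.23 and 0.24). Raet1b was not among the genes named for the probes. The study named these genes from these samples, so their direction is not independent evidence. With all 30 mice, Igfbp2 had log2 fold changes of 0.95, 0.05, 1.83 and 2.24 in SDL-SD, SDH-SD, HFDL-HFD and HFDH-HFD. Avpr1a had 0.92 in SDH-SD, 2.27 in HFDL-HFD and 2.65 in HFDH-HFD, and Acot11 had -0.71 in SDH-SD and -0.95 in HFDH-HFD. None of these passed by limma, while Cidea fell in HFDL-HFD, HFDH-HFD and SDH-SD. The rise of Igfbp2 in SDL-SD was lost without SD replicate 2 or 4 or SDL replicate 7, 8 or 9 (adjusted p up to 0.15), and with quantile normalization or neqc. The fall of Acot11 was lost in HFDH-HFD without HFDH replicate 13 (0.054) and in SDH-SD without SD replicate 2 or SDH replicate 15 (up to 0.073). With only the mice of the 2 groups in the fit, Cidea had adjusted p = 0.1 in SDL-SD and 0.063 in SDH-SD, Igfbp2 0.13 in SDL-SD, and Avpr1a 0.057 and Acot11 0.15 in SDH-SD.

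**Figure D1:**
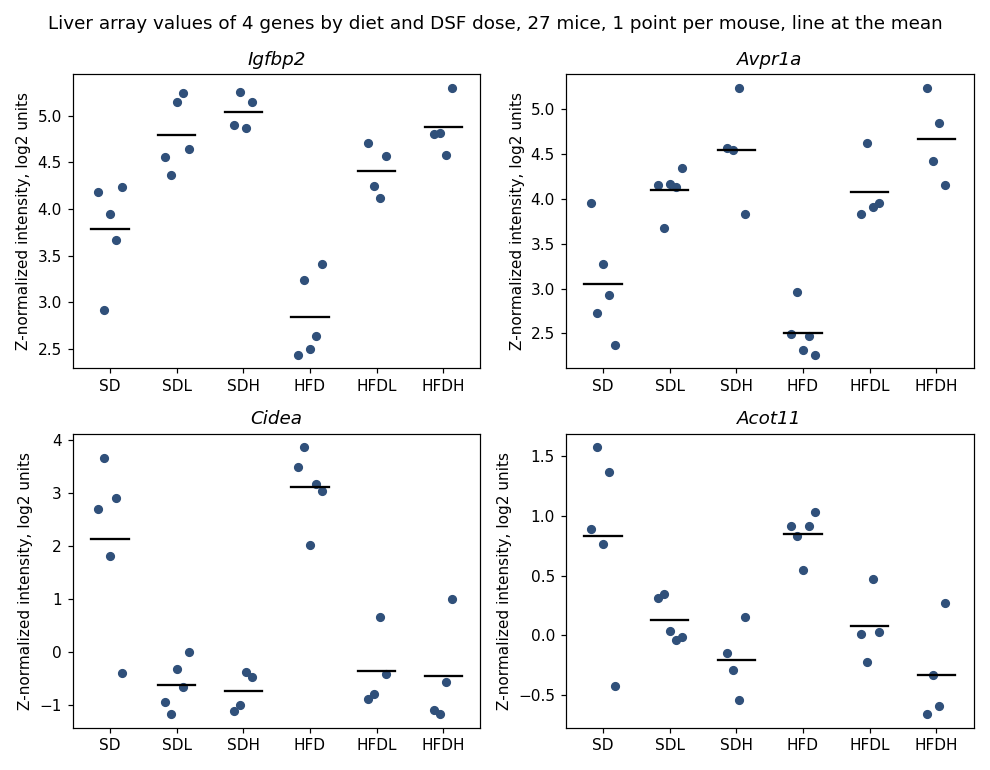
Z-normalized intensity (log2 units) of Igfbp2, Avpr1a, Cidea and Acot11 in the livers of 27 mice, with a point for each mouse and a line at each group's mean, for SD, SDL, SDH, HFD, HFDL and HFDH. Igfbp2 lies lowest on HFD without DSF, at a mean of 2.85, and Cidea highest there, at 3.12.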

Quantitative reverse-transcription PCR was used to confirm the gene expression results from the microarray analysis (Fig. 1h and Supplementary Fig. 1d). Compared with SD-fed controls, high-dose DSF treatment upregulated hepatic insulin-like growth factor binding protein 2 (IGFBP2) content regardless of the diet (Fig. 1i and Supplementary Fig. 1e), supporting the notion that IGFBP2 is independently associated with protection from HFD-induced obesity and confers increased hepatic insulin sensitivity^22,23^.

Hence, the ability of DSF to counteract obesity and insulin resistance while eliciting anti-inflammatory signaling was associated with marked upregulation of several hepatic genes, including *Igfbp2*, *V1aR*, and *Cyp2c*^22,24–27^. We also observed downregulation of both *Cidea*, a fatty acid-induced transcriptional coactivator^28^, which contributes to diet-induced obesity and diabetes^29^, and *Acot11*, which encodes a medium/long-chain acyl-CoA thioesterase whose induction is implicated in hepatic glucose production and insulin resistance^30^.

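Genes of lipid droplets in fatty liver fell together with DSF on HFD. Over all 30 mice, Cidea alone of the 14 measured fell in HFDL-HFD (8 when adjusted over the list alone), and Cidea and Cidec fell in HFDH-HFD (7 over the list alone). The list medians were -1.13 and -1.34 (camera adjusted p = 2.4e-11 and 8.4e-12; adjusted p = 0.013 in both with an estimated correlation). In the 27 mice with full signal, a set chosen after seeing the data, Cidea, Mogat1 and Pparg, a nuclear receptor of fat storage, fell in HFDL-HFD, Pparg by 1.04 (standard error 0.24, adjusted p = 0.044). In HFDH-HFD 5 genes fell, among them Fitm1, a protein of lipid droplet formation, by 1.29 (adjusted p = 0.0024) and Pparg by 1.22 (adjusted p = 0.0038). Over the list alone 5 fell at the low dose and 9 at the high dose, with medians of -0.70 and -0.88 (camera adjusted p = 1.7e-07 in both; adjusted p = 0.07 in both with an estimated correlation). On SD, 2 of the 14 fell in SDL-SD (3 over the list alone; camera adjusted p = 0.0011; adjusted p = 0.18 with an estimated correlation) and 3 in SDH-SD (5 over the list alone; camera adjusted p = 0.07). On HFD without DSF the list was higher than on SD by camera (adjusted p = 7.3e-04; adjusted p = 0.15 with an estimated correlation), with no single gene past the test in limma. Markers of adipocytes, 8 genes that include Cidea, Cidec and Pparg, also fell by camera in HFDL-HFD, HFDH-HFD and SDL-SD of the 27 mice (adjusted p = 4.4e-04, 0.014 and 0.014; adjusted p = 0.11, 0.31 and 0.3 with an estimated correlation), in SDL-SD not without SD replicate 4 (0.12), but did not pass in SDH-SD (0.61). Cidea and Cidec are among the genes that the study named from these samples. The call of Cidec over the 30 mice was lost without any one HFD or HFDH mouse. That of Pparg in HFDL-HFD was lost without HFD replicate 1, 4 or 5B or HFDL replicate 7, 9 or 11 (adjusted p up to 0.17), with quantile normalization (0.09), with neqc (0.097) and with only the mice of the 2 groups in the fit (0.087). SDH replicate 17 and SD replicate 2 had means over 9 pancreatic acinar genes 5.34 and 2.62 log2 units above the mean of the 27 mice.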

This data highlights a striking molecular signature in the liver of DSF-treated mice consistent with protection from metabolic dysregulation and inflammation both under a normal and an obesogenic environment.

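Genes of fatty acid and triglyceride synthesis fell with high-dose DSF on both diets in the 27 mice with full signal, a set chosen after seeing the data. Of 29 measured, 6 fell and 0 rose in HFDH-HFD (10 fell when adjusted over the list alone), among them Elovl6 by 1.07 on the log2 scale (adjusted p = 0.014), but not without HFDH replicate 13 or 15 (up to 0.078). In SDH-SD, 9 fell and 0 rose (11 fell over the list alone), among them Elovl6 by 1.18 (standard error 0.25, adjusted p = 0.0062), Thrsp, a regulator of lipogenesis, by 1.65 (adjusted p = 0.019) and Pklr, the liver pyruvate kinase, by 1.15 (adjusted p = 0.005). The list fell by camera in HFDH-HFD and SDH-SD (adjusted p = 5e-06 and 4.4e-04; adjusted p = 0.33 and 0.51 with an estimated correlation). It also fell in SDL-SD (0.0058; adjusted p = 0.63 with an estimated correlation), but not without SD replicate 3 or SDL replicate 11 (up to 0.06). Acute-phase genes were higher on HFD than on SD, with 7 of 22 called (16 over the list alone; camera adjusted p = 8.1e-21; adjusted p = 0.1 with an estimated correlation). Among them were Saa2, a serum amyloid, 5.75-fold higher (adjusted p = 0.02), and Serpina3n, 2.41-fold (adjusted p = 0.0065). In SDH-SD 5 of the 22 rose (camera adjusted p = 1.1e-06; adjusted p = 0.37 with an estimated correlation), among them Apcs, serum amyloid P, by 1.60 (adjusted p = 0.02), though not without SD replicate 2 or SDH replicate 17 (up to 0.071). By camera the acute-phase list was also higher in HFDL-HFD, HFDH-HFD and SDL-SD (adjusted p = 0.0073, 9.3e-04 and 1.8e-04; adjusted p = 0.71, 0.62 and 0.55 with an estimated correlation). These 3 calls were lost with quantile normalization (0.91, 0.34 and 0.21) and with neqc (0.92, 0.38 and 0.22). Of 34 inflammatory cytokine and NF-κB genes, 1 fell in HFDH-HFD, the chemokine Cxcl9, by 1.57 (adjusted p = 0.028; 4 over the list alone), though not without HFD replicate 1, 2 or 4 or HFDH replicate 13 or 17 (up to 0.084). That list fell there by camera (adjusted p = 0.037; adjusted p = 0.76 with an estimated correlation), but not without HFD replicate 1 or 4 or HFDH replicate 17 (up to 0.38). In SDH-SD 3 of the 34 rose and 4 fell, with Cxcl1 at 1.67 and Socs3 at 1.55 (adjusted p = 0.048 and 0.031), Ccl4 at least 2.31-fold and Cxcl10 1.95-fold lower (1 and 2 of 4 SDH mice above background, adjusted p = 0.0094 and 0.011), and camera gave adjusted p = 0.94. Cxcl1 was lost without SD replicate 1, 2, 3 or 4 or SDH replicate 13, 14 or 15 (up to 0.12) and with quantile normalization (0.056) or neqc (0.06), and Socs3 without SD replicate 1 or 2 or SDH replicate 13, 14 or 15 (up to 0.091). HFDL-HFD and SDL-SD had camera adjusted p = 0.35 and 0.11 for this list. Interferon-stimulated genes fell by camera in SDL-SD, SDH-SD and HFDH-HFD (adjusted p = 2.8e-05, 0.0049 and 0.025; adjusted p = 0.61, 0.76 and 0.83 with an estimated correlation), with 0, 3 and 1 of 28 genes called by limma. Markers of macrophages and Kupffer cells fell in SDL-SD as well (camera adjusted p = 0.019; adjusted p = 0.78 with an estimated correlation), but not without SD replicate 4 or 5 or SDL replicate 8 (up to 0.4). Both calls of interferon-stimulated genes on SD were lost without SD replicate 5 (0.24 and 0.33), and that on HFD without HFD replicate 1 or HFDH replicate 15 or 17 (up to 0.087). No gene of these 4 lists, over all 30 mice, passed limma's test in a DSF comparison. Camera then gave adjusted p = 1.5e-04, 0.0028 and 5.7e-04 for fatty acid synthesis in HFDH-HFD, SDL-SD and SDH-SD (adjusted p = 0.9, 0.99 and 0.96 with an estimated correlation). It gave 0.032 for interferon-stimulated genes in HFDH-HFD (adjusted p = 0.99 with an estimated correlation), and 0.002 for cytokines and 5.2e-08 for interferon-stimulated genes in SDL-SD (adjusted p = 0.51 and 0.17 with an estimated correlation). Pancreatic transcripts were present in SDH replicate 17 and SD replicate 2, with elastase (Cela2a) 7.21 and 4.71 log2 units above the median of the other mice. The call of Thrsp was lost without SDH replicate 17, and that of Saa2 without SD replicate 1, 2 or 3 or HFD replicate 3 or 4 (up to 0.085). Saa2 was 8.82-fold higher without SD replicate 5. Saa2 was lost in HFD-SD with only the mice of the 2 groups in the fit (adjusted p = 0.092), and so were Thrsp, Pklr, Apcs, Ccl4, Cxcl10, Cxcl1 and Socs3 in SDH-SD (0.072, 0.07, 0.087, 0.078, 0.13, 0.2 and 0.16). For the liver of mice given DSF, the paper describes a molecular signature compatible with protection from metabolic dysregulation and inflammation on either diet.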

### DSF reduces hepatic oxidative stress

DSF may have beneficial effects on hepatic function by evoking effective protection against activation of cellular pro-inflammatory processes. Immunoblotting of mouse liver extracts revealed that DSF treatment significantly reduced the accumulation of the Lys-68 acetylated form of superoxide dismutase 2 (SOD2) independent of diet (Fig. 2a, b and Supplementary Fig. 2a, b). SOD2 deacetylation is associated with increased mitochondrial antioxidant activity^31^, which improves mitochondrial ROS homeostasis and autophagic flux^32,33^. DSF treatment also reduced the levels of interleukin (IL)-1β (Fig. 2a, b) and the phosphorylated, active form of p65Rel protein—encoding for the transactivating subunit of NF-κB—(Supplementary Fig. 2a, b) in HFD and SD livers, respectively.

**Fig. 2:**
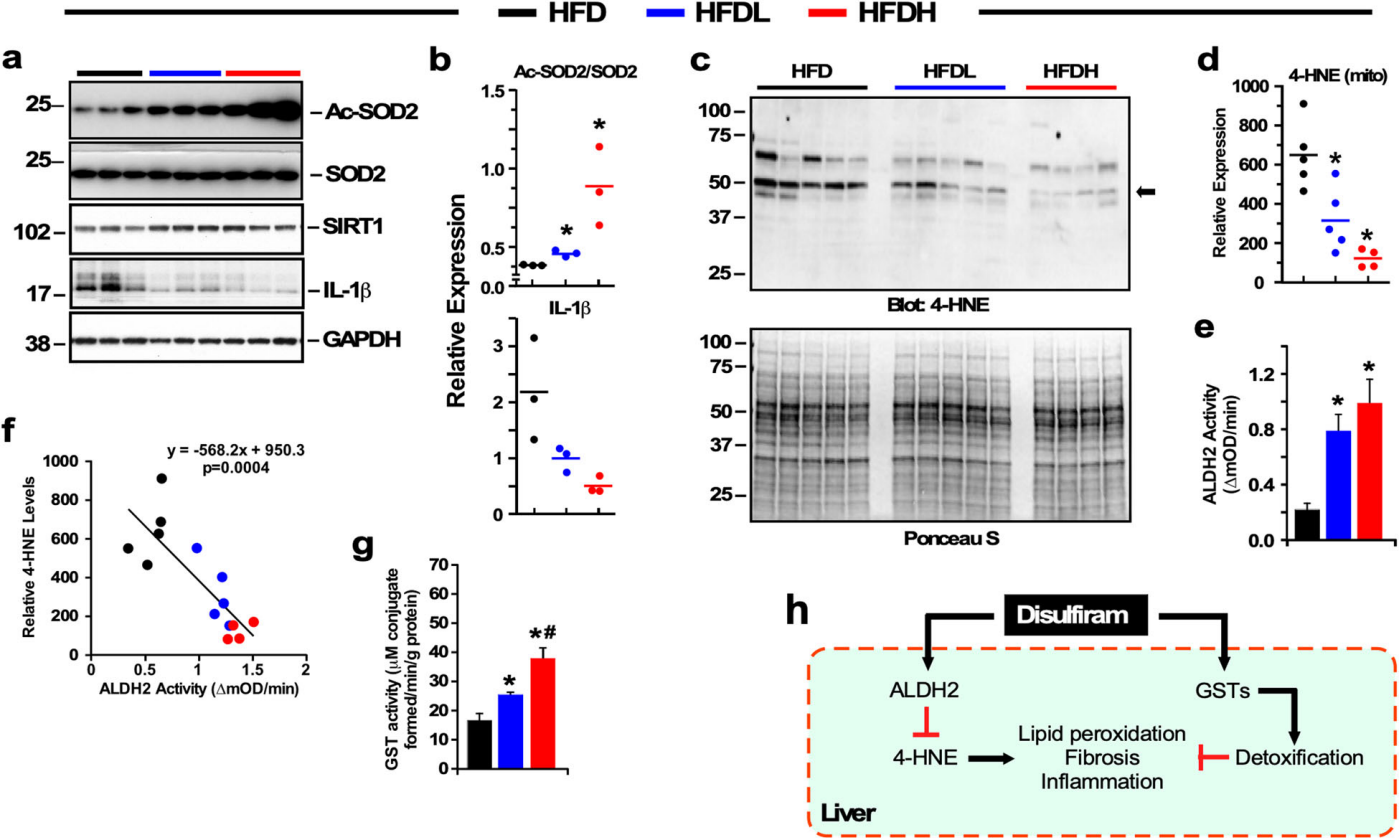
DSF reduces oxidative stress and acetylation markers in HFD-fed mice. **a** Detection of acetylated and total forms of SOD2, SIRT1, and IL-1β proteins in liver homogenates. **b** Relative protein expression (acetylated/total SOD2 ratio and IL-1β) after data normalization using GAPDH as loading control. **c** Detection of 4-HNE-conjugated proteins in liver homogenates. Ponceau S staining of the membrane confirmed equal protein load (lower panel). **d** Densitometric analysis of 4-HNE signals after normalization with Ponceau S. Data are shown as mean ± SEM. *P ≤ 0.05 compared with diet without DSF; ^#^*P* ≤ 0.05 compared with low DSF. Related to Supplementary Fig. 2.

DSF treatment significantly reduced 4-HNE levels (Fig. 2c, d Supplementary Fig. 2c, d), while inducing cytosolic glutathione-*S*-transferase (GST) activity in the livers of mice fed either HFD or SD (Fig. 2e and Supplementary Fig. 2e), consistent with the detoxification of peroxidized lipids and other electrophilic xenobiotics.

### Impact of DSF on the rat liver proteome

The major role the liver has on regulation of whole-body metabolism led us to assess the changes induced by DSF in the liver proteome. To achieve this goal, 3-month-old male Sprague–Dawley rats, identified as prone to the development of obesity, were maintained for 12 weeks on either standard SD alone or SD supplemented with low and high doses of DSF (100 and 200 mg/kg Body Weight (BW)). A heat map of the untargeted label-free quantification (LFQ) for all 3780 proteins ranked by fold change is depicted in Fig. 3a. Of these, 792 proteins had a Benjamini–Hochberg (BH)-corrected *P*-value < 0.05 without consideration of fold changes between low or high dose of DSF vs. control SD. Volcano plots were then generated to visualize the statistically significant differences in response to the DSF supplementation, identified by arbitrarily setting median fold changes at 40% in either direction (Fig. 3b). This led to the generation of a Venn diagram representing the distribution of 156 proteins that were unique and shared among the high DSF-control and low DSF-control pairwise comparisons (Fig. 3c). Of these DSF-shared proteins, GST α5 and cytochrome P450 2B1 were among the most significantly upregulated, while cytochrome P450 3A2 and mitochondrial acetyl-CoA acetyltransferase (ACAT1), long-chain 3-hydroxyacyl-CoA dehydrogenase and 3-ketoacyl-CoA thiolase were among the most significantly downregulated (Supplementary Table 4). A strong positive correlation in the expression level of statistically significant proteins between low and high DSF was found (Fig. 3a), with DSF eliciting a dose-dependent effect on protein abundance. The normalized LFQ intensity for several proteins with functional associations and/or relationships with key biological pathways confirmed this pattern (Fig. 3d and Supplementary Fig. 3a). As the overall function of a given protein is frequently defined by its protein interactors, we used the curated 156 protein input and employed STRING functional network association program (https://string-db.org/) to investigate the strength of interactions between the proteins that were co-expressed in response to DSF; a high strength reliability cut-off (0.7) was applied and all unconnected nodes were removed from the network (Fig. 3e). This network demonstrated a very high enrichment probability (PPI, *P* < 1 × 10^–16^). Unbiased *k*-means clustering was employed to group the interacting proteins in the network into five main clusters that were associated with: (i) xenobiotic and unsaturated fatty acid metabolic process (yellow); (ii) fatty acid catabolic process (green); (iii) drug metabolic process (aqua marine); (iv) sterol biosynthetic process (dark cyan); and (v) reverse cholesterol transport (purple) (Fig. 3e). Reinforcing the unbiased nature of the known molecular functionalities of this interactome, this metadataset was further analyzed for biological pathways using the KEGG module database. We found that similar functions (i.e., metabolic pathways, redox and drug metabolism, and fatty acid/branched-chain amino acid catabolism) were present among the most enriched signaling networks following DSF intervention (Fig. 3f and Supplementary Table 5). Lastly, Gene-set enrichment analysis^34^ of the rat liver proteome was performed. This indicated that defined sets of proteins involved in nine KEGG pathways showed statistically significant differences between low and high DSF vs. control group (Supplementary Table 5), and were reminiscent of those identified using STRING database. Heatmaps showing the abundance of each protein present within three selected KEGG pathways, namely “metabolism of xenobiotics by CYP450” (Fig. 3g) as well as “peroxisome” and “PPAR signaling pathway” (Supplementary Fig. 3b), are depicted for each individual rat liver of control and low/high DSF supplemented groups.

**Fig. 3:**
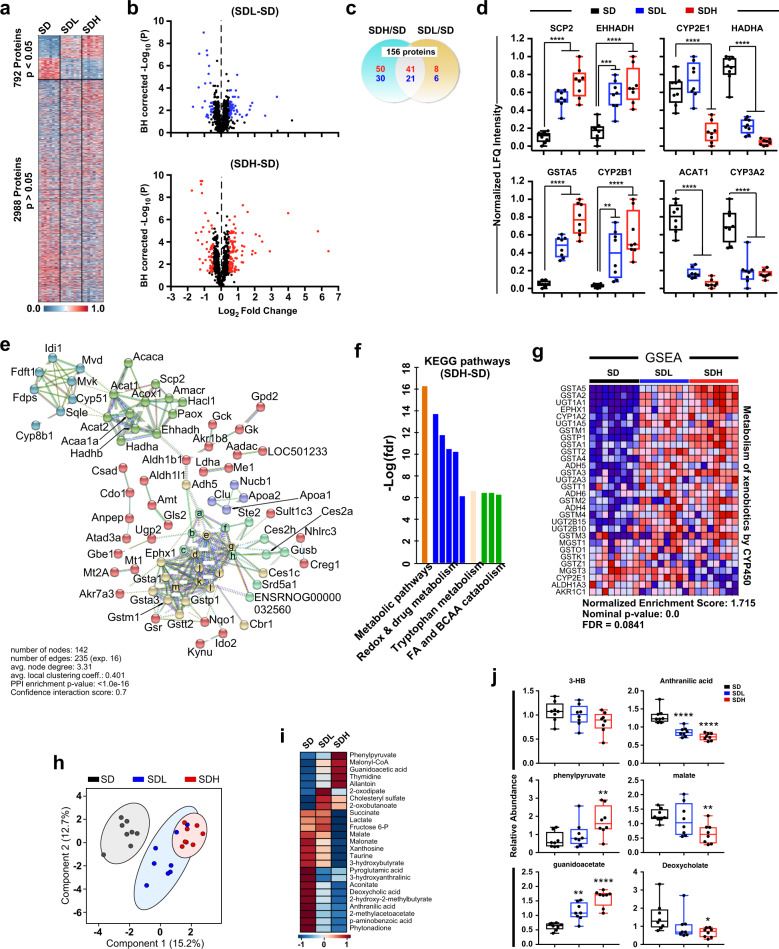
Multi-omics analysis of the effects of disulfiram in rats. Proteomic analysis of liver proteins (**a**–**g**) and untargeted serum metabolomics (**h**–**j**) in rats exposed to disulfiram. **a** Heat map visualization of protein abundance in livers of rats fed laboratory SD (control) either supplemented or not with a low or high dose of DSF. Upregulation (red font), downregulation (blue font). *n* = 8 per group. **b** Volcano plots of liver protein abundance changes after diet supplementation with low or high dose of DSF were plotted with the *y*-axis showing the Benjamini–Hochberg corrected −log10 (*P*) and the *x*-axis showing the log2 fold change of protein abundance (DSF/control SD) calculated from the median LFQ intensity values. The blue and red symbols denote significant changes with low and high DSF, respectively, and the black symbols denote nonsignificant changes. Significance is defined as >40% median fold changes in either direction. **c** Two-way Venn diagram depicting the distribution of unique and common proteins whose expression was impacted by DSF (low or high dose) vs. control SD. Upregulation (red font), downregulation (blue font). Significance is defined as >40% median fold changes in either direction. **d** Abundance of a select group of proteins significantly impacted by DSF treatment. Normalized LFQ intensity values are represented in box and whisker plot format (*n* = 8 per group). Statistics for the effects of DSF intervention represent the *p*-value from a one-way ANOVA with Dunnett’s post hoc tests. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001. **e** Clustering of liver proteins significantly impacted by DSF treatment as provided by String protein–protein interaction database. High confidence interaction score was selected (0.7). For reasons of clarity, some of the proteins present in the redox & drug metabolism cluster were labeled ‘a’ to ‘m’. These are: a, Aldh1a1; b, Ugdh; c, Cyp2b1; d, Cyp2e1; e, Cyp4a1; f, Cyp3a1; g, Ugt1a1; h, Ugt2b1; i, Cyp2c6v1; j, Cyp2c13; k, Cyp1a2; l, Cyp2c12; m, Gsta2. **f** Top enriched ten pathways generated from these experimental and predicted interactions map for “metabolic pathways,” “Redox and drug metabolism,” Tryptophan metabolism,” and “fatty acid (FA) and branched-chain amino acid (BCAA) catabolism.” **g** Gene-set enrichment analysis (GSEA) depicting a set of proteins involved in “metabolism of xenobiotics by CYP450” whose expression was significantly impacted by DSF supplementation. **h** PLS-DA of untargeted serum metabolomics (*n* = 8 in each group). **i** Heat map **i**llustrates the relative average of each metabolite contributing to the group separation between control and DSF (low and high). **j** Relative abundance of a select group of metabolites. The data are represented in box and whisker plot format. *P < 0.05; **P < 0.01; ****P < 0.0001 vs. control group. Related to Supplementary Fig. 3 and Supplementary Tables 4 and 5.

### Impact of DSF on the rat serum metabolome

The reduced adiposity that we previously observed in DSF-treated rats^8^ likely resulted, in part, from substantial changes in whole-body metabolism through WAT reprogramming. Combining univariate (one-way analysis of variance (ANOVA)) and multivariate (partial least square discriminant) statistical analyses of serum metabolomes from the three experimental groups of rats enabled us to obtain a subset of 25 metabolites (out of 69) that accounts for the separation between the metabolite profiles acquired for SD alone or SD supplemented with low and high dose of DSF. This approach displayed a sharp separation between the control group and the two DSF groups, with the latter groups showing considerable overlap (Fig. 3h).

We next generated heatmaps depicting both the 25 metabolites that contributed to the separation between the three experimental groups (Supplementary Fig. 3c) and average signals for each group (Fig. 3i). Compared with SD controls, the relative levels of malonyl-CoA, an inhibitor of carnitine palmitoyl transferase 1, were dose-dependently increased as a function of DSF concentration. This is in tune with the decrease in 3-hydroxybutyrate (3-HB) in response to DSF, which would mean that less lipids are being transported and utilized by mitochondria. This in turn links with the decreases in aconitate, succinate and malate, three main metabolites from the Tricarboxylic Acid (TCA) cycle. Metabolites from several lipid-related pathways were negatively impacted by DSF, including malonate (fatty acid synthesis), 2-hydroxy-2-methylbutyrate and 2-methylacetoacetate (FA metabolism and ketone bodies), and deoxycholate (secondary bile acid metabolism). Allantoin is an end product of adenine nucleotide degradation that appears to be increased with DSF treatment, while the abundance of xanthosine was markedly reduced, consistent with purine nucleotide catabolism. Interestingly, the depletion of the tryptophan metabolites anthranilic acid and 3-hydroxyanthranilic acid (3-HAA) supports a systemic anti-inflammatory role of DSF. The profile of select metabolites is depicted in Fig. 3j.

The ability of DSF to influence the hepatic tryptophan/kynurenine pathway may represent an alternative mechanism to combat diet-induced insulin resistance^35^. Data from an earlier work showed that DSF administration in rats allows for the accumulation of serum 3-HAA^36^. Here we observed a significant reduction in tryptophan metabolites, anthranilic acid, and 3-HAA, in serum of DSF-treated rats together with altered expression of two key enzymes implicated in hepatic tryptophan catabolism, IDO2 and KYNU, with the latter being involved in the kynurenine pathway for NAD biosynthesis and redox reactions^37^.

Thus, a combination of ‘omics’ analyses were conducted in liver extracts of mice and rats and rat serum to provide insight into the underlying biochemical changes arising from DSF signaling. 

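In the mouse livers, genes of cholesterol synthesis rose with high-dose DSF on SD in the 27 mice with full signal, a set chosen after seeing the data. Of 18 measured, 7 rose and 0 fell (11 rose when adjusted over the list alone), among them Sqle, squalene epoxidase, 3.93-fold (standard error 0.31 on the log2 scale, adjusted p = 5.4e-04) and Msmo1, another sterol enzyme, 2.65-fold (adjusted p = 0.003). The list rose by camera in SDH-SD (adjusted p = 4.3e-09; adjusted p = 0.3 with an estimated correlation). It also rose in SDL-SD (7.3e-04; adjusted p = 0.63 with an estimated correlation), but not without SD replicate 5 (0.22). Of 34 targets of NRF2, which controls the antioxidant response, 10 rose and 0 fell in SDH-SD (11 rose over the list alone), among them the carboxylesterase gene Ces1g by 1.02 (adjusted p = 0.003), and 1 rose in SDL-SD (3 over the list alone). The NRF2 list had camera adjusted p = 3.7e-08 in SDH-SD and 3.6e-05 in SDL-SD (adjusted p = 0.11 and 0.23 with an estimated correlation), and 0.33 in HFDH-HFD. Of 25 targets of the xenobiotic receptors CAR and PXR, 10 rose and 0 fell in SDH-SD (11 rose over the list alone), 4 rose in SDL-SD, and 3 rose and 3 fell in HFDH-HFD. This list had camera adjusted p = 8.4e-09 and 2.6e-05 on SD (adjusted p = 0.13 and 0.33 with an estimated correlation) and 0.68 in HFDH-HFD. In HFDH-HFD, Aldh1a7, an aldehyde dehydrogenase, fell by 0.92 (adjusted p = 0.011). Of 54 peroxisomal genes, 2 rose and 5 fell in SDH-SD, with Eci2, an enoyl-CoA isomerase, at 0.75 and Acox3, an acyl-CoA oxidase, at -0.67 (adjusted p = 0.0056 and 0.0034). In HFDH-HFD 3 fell. The peroxisomal list did not pass by camera with DSF in these mice (adjusted p = 0.94 in SDH-SD and 0.11 in HFDH-HFD). With all 30 mice, no gene of the cholesterol, NRF2 or peroxisome lists passed limma's test. Camera then gave adjusted p = 0.15, 0.35 and 0.042 for them in SDH-SD, the peroxisomal list downward (adjusted p = 0.99 with an estimated correlation). SDH replicate 17 and SD replicate 2 carried pancreatic transcripts, with Reg1 7.75 and 3.37 log2 units above the median of the other mice. The cholesterol, NRF2 and CAR and PXR lists were also higher in HFD-SD, without DSF, against the same SD mice (camera adjusted p = 1.7e-07, 0.013 and 7.4e-11; adjusted p = 0.37, 0.59 and 0.11 with an estimated correlation). The NRF2 call there was lost with quantile normalization (0.39), with neqc (0.4), and without SD replicate 5 or HFD replicate 4 (up to 0.11). Msmo1, Eci2 and Acox3 were lost in SDH-SD with only the mice of the 2 groups in the fit (adjusted p = 0.063, 0.076 and 0.068). The rat liver proteins were not analysed here.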

Integrated application of transcriptomics of mouse liver and proteomic response in rat liver yielded molecular signatures consistent with altered pathways related to “lipid and energy metabolism,” “redox, xenobiotics and drug metabolic process,” and “peroxisome” among others. The reduced amount of hepatic ACAT1 protein, the last step in fatty acid β-oxidation, coincided with the depletion of 3-HB and other lipid-related metabolites, as well as metabolites from the TCA cycle in serum of DSF-treated rats.

### DSF activates cellular autophagy

As indicated above, treatment with DSF markedly reduced markers of lipid peroxidation in the liver, while increasing the activity of the detoxification enzyme, GST. Combatting hepatic inflammation and oxidative stress through regulation of autophagy offers an attractive therapeutic strategy. Autophagy is an evolutionarily conserved process that contributes to turnover of intracellular proteins and organelles and the management of stress responses. In light of the relevance of autophagy in metabolism and the fact that GO analysis of DSF-treated animals returned the term “lysosomes,” the catalytic compartment in autophagy, among the top terms and cellular pathways (Supplementary Table 2), we were motivated to explore whether DSF had a direct effect on autophagy. 

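Among 78 measured lysosomal genes, Gm2a, a cofactor of ganglioside breakdown, rose with high-dose DSF by 0.72 on HFD (standard error 0.15, adjusted p = 0.0086) and 0.77 on SD (adjusted p = 0.0041) in the 27 mice with full signal, a set chosen after seeing the data. Ppt1, a protein thioesterase, and Pla2g15, a phospholipase, fell by 0.70 and 0.68 in HFDH-HFD (adjusted p = 0.0043 and 0.0096), the second not without HFDH replicate 13 (0.059). In SDH-SD they fell by 0.67 and 0.75 (adjusted p = 0.0052 and 0.0039). Sort1, a sorting receptor, rose on SD by 1.14 at the low dose and 1.35 at the high dose (adjusted p = 0.0048 and 5.5e-04). In all, 2 lysosomal genes rose and 3 fell in HFDH-HFD, 2 rose and 5 fell in SDH-SD, 2 rose and 0 fell in SDL-SD, and none passed by limma in HFDL-HFD, where none did over the list alone. The list as a whole did not pass by camera with DSF, with adjusted p = 0.13 in HFDL-HFD, 0.35 in HFDH-HFD, 0.72 in SDL-SD and 0.73 in SDH-SD. In SDH-SD its median was 0.02 and its mean -0.01. On HFD without DSF it was higher than on SD (median 0.06, camera adjusted p = 0.014; adjusted p = 0.51 with an estimated correlation), but not without SD replicate 1 or HFD replicate 1 (up to 0.087). Of 41 autophagy genes, 1 rose and 2 fell in HFDH-HFD, and 2 rose and 6 fell in SDH-SD, with camera adjusted p = 0.96 and 0.61. Atg10, of autophagosome formation, fell by 0.56 and 0.49 (adjusted p = 0.0016 and 0.0043). SDH replicate 17 and SD replicate 2 carried pancreatic transcripts, with the amylase gene Amy2a5 5.49 and 3.21 log2 units above the median of the other mice. Gm2a, Ppt1 and Atg10 were lost in SDH-SD (adjusted p = 0.057, 0.078 and 0.057) and Pla2g15 in HFDH-HFD (0.061) with only the mice of the 2 groups in the fit. With all 30 mice, no gene of either list passed by limma.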

To achieve this goal, we utilized a standard cell culture system with murine NIH3T3 fibroblasts where autophagy and its different variants have been well characterized^38–40^.

Using a metabolic labeling to quantify intracellular protein degradation, we found that addition of DSF (20 μM) stimulated the degradation of long-lived proteins (common substrates for degradation by lysosomes) in cells maintained in serum-supplemented media. This effect was not observed upon serum removal, a condition known to already activate lysosomal protein degradation (Fig. 4a). Next, we directly analyzed the effect of DSF in macroautophagy, the best characterized type of autophagy, using high-content microscopy in cells expressing a tandem mCherry-GFP-LC3 reporter^41^ (Fig. 4b–d). This reporter highlights autophagosomes (APG) in both fluorescent colors, but because green fluorescent protein (GFP) fluorescence is quenched at low pH, autolysosomes (AUT) (resulting from fusion of APG with lysosomes) only fluoresce in red (Fig. 4b). Maturation of APG into AUT is a good measurement of autophagic flux. Addition of DSF (50 μM) under basal conditions (+Serum) significantly increased the total number of autophagic vacuoles due to a proportional increase in both APG and AUT, in support of an overall increase in the autophagic flux (Fig. 4c). As in the case of intracellular protein degradation, addition of DSF in cells grown in absence of serum had only a minor stimulatory effect on autophagy, in support of DSF sharing common autophagy-activating mechanisms with nutrient deprivation. Interestingly, the increase in APG number observed under basal conditions was no longer apparent upon serum removal, suggesting better capacity of lysosomes to rapidly degrade the forming APGs under these conditions (Fig. 4c). We confirmed that the DSF effect on autophagy was dose dependent (Fig. 4d), and that, once again, the stimulatory effect of DSF was higher on basal autophagy (+Serum). In fact, DSF was able to bring basal macroautophagy to similar levels as those observed in serum-free conditions (Fig. 4d). The dose-dependence study also confirmed that the differences in APG content in DSF-treated cells with and without serum were mostly due to more efficient APG clearance in the serum-deprived cells.

**Fig. 4:**
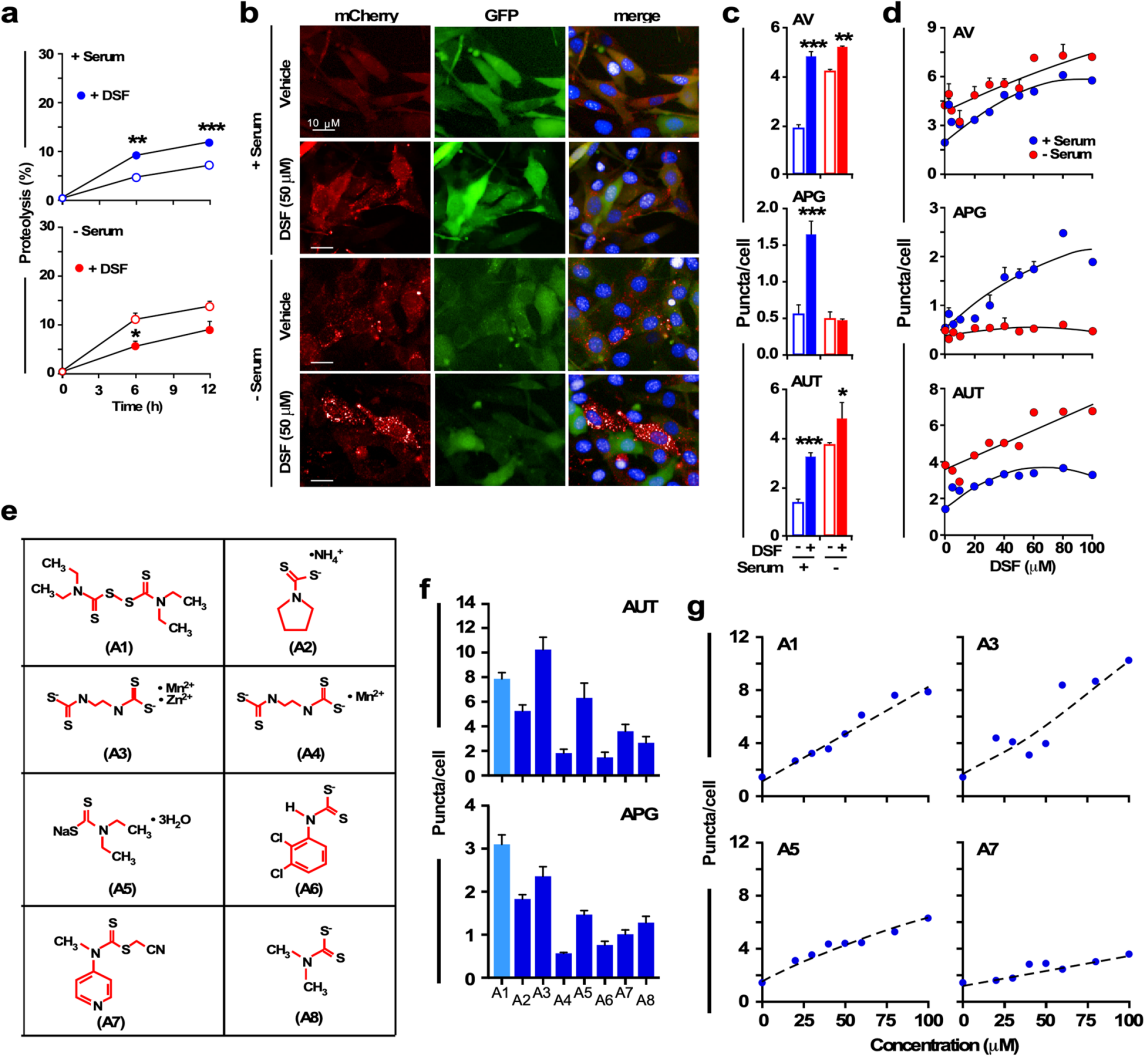
Disulfiram activates autophagy in cultured cells. **a** Effect of disulfiram (DSF) on the degradation of long-lived proteins. Murine NIH3T3 fibroblasts in culture were labeled with ^3^H-leucine for 48 h and incubated in complete (serum+) or serum-free medium in the presence of 20 μM DSF or not. Rate of proteolysis was calculated as the percentage of the initial acid-precipitable radioactivity (proteins) transformed into acid-soluble radioactivity (amino acids and small peptides) at the indicated times. All values are mean ± SEM of three independent experiments, each performed with triplicate wells per time point. There is no error bar in the top panel because the error bar is shorter than the size of the symbol. *P < 0.05; **P < 0.01; ***P < 0.001 vs. without DSF. **b–d** Effect of DSF on basal and inducible autophagy. NIH3T3 cells expressing the tandem reporter mCherry-GFP-LC3 were exposed to 50 μM DSF for 24 h in complete (+Serum) or serum-free medium (−Serum). **b** Representative images of the individual and merged channels in cells where nuclei were highlighted by DAPI staining; **c** The number of autophagic vacuoles (AV), autophagosomes (APG), and autolysosomes (AUT) was determined by high-content microscopy. **d** Dose dependence of the activating effect of DSF on macroautophagy was analyzed in cells exposed to increasing concentrations of DSF. Number of AV (top panel), APG (middle panel), and AUT (bottom panel) was determined by high-content microscopy. **e**–**g** Structure activity of dithiocarbamate analogs on autophagy. **e** Structures of the eight compounds t**e**sted. **f** mCherry-GFP-LC3 reporter-expressing NIH3T3 cells were exposed for 24 h to 100 μM of DSF (A1) and DSF analogs (A2–A8) for the measure of AUT (top panel) or APG (bottom panel). **g** Changes in the number of AUT after exposure to increasing concentrations of A1, A3, A5, and A7. **c**–**g** Unless otherwise indicated, all values are mean ± SEM and quantifications were done in at least 2500 cells per condition in three different experiments using high-content microscopy. Abbreviations: A1, bis(diethylthiocarbamate) disulfide aka disulfiram; A2, ammonium pyrrolidine dithiocarbamate; A3, Mn^2+^-Zn^2+^ ethylenebis(dithiocarbamate); A4, Mn^2+^ ethylenebis(dithiocarbamate) aka pestanal; A5, Na^+^ diethyldithiocarbamate trihydrate; A6, triethylammonium *N*-(3,4-dichlorophenyl) dithiocarbamate; A7, *S*-cyanomethyl-*N*-methyl-*N*-(pyridin-4-yl) dithiocarbamate; A8, Zn^2+^ dimethyldithiocarbamate. Related to Supplementary Fig. 4.

DSF is a member of the dithiocarbamate family of mono-anionic metal chelator agents whose anti-cancer activity^42^ may partly be explained by its ability to stimulate autophagy. A series of eight dithiocarbamate analogs with different side chains (Fig. 4e) were tested for their autophagic activity. Of these, Mn^2+^-Zn^2+^ ethylenebis(dithiocarbamate) (compound A3) and Na^+^ diethyldithiocarbamate trihydrate (compound A5) were as potent as DSF (compound A1) at promoting autophagy flux in a dose-dependent manner, whereas Zn^2+^ dimethyldithiocarbamate (compound A7) was representative of compounds with more modest autophagy-enhancing activity (Fig. 4f–i and Supplementary Fig. 4a, b).

Our study has shown that autophagy is one of the cellular targets by which DSF mediates its effects at the cellular level. In light of the tight relationship between nutritional state and autophagy, and the previously described inhibitory effect of HFD on autophagy^16,17^, the observed increase in autophagy flux upon treatment with DSF suggests that DSF may exert its beneficial effect in part by preventing the toxic effect of HFD on the autophagy system. Autophagy plays important roles in cellular quality control, maintenance of cellular homeostasis, and numerous other cellular processes. We surmise that autophagy malfunction contributes to the defective hepatic lipid and glucose metabolism, steatosis, and associated defects in proteostasis observed in response to HFD, and that the ability of DSF treatment to stimulate autophagy without nutrient deprivation may contribute to its beneficial effects on liver and whole-body metabolic function. Although we provided experimental evidence into the effect of DSF on autophagy in isolated fibroblasts, additional in vivo or in vitro studies using models of altered autophagy will be required to demonstrate the causality of this mechanism.

Autophagy is well known to be regulated by the mammalian target of rapamycin (mTORC1) and AMP-activated protein kinase (AMPK), two upstream nutrient and energy sensors^43,44^. Previous work in HepG2 cells has demonstrated the ability of pyrrolidine dithiocarbamate (a DSF analog) to inhibit mTORC1 through induction of DNA damage-inducible transcript 4 (DDIT4, also known as REDD1)^45^. In the current study, a clear increase in autophagy emerged in fibroblasts treated with pyrrolidine dithiocarbamate (compound A2, Fig. 4) and other members of this class of compounds, indicating a potential mechanism by which DSF regulates autophagy. Along those lines, it would have been interesting to have considered changes in AMPK activity, which will be the object of future investigations.

DSF confers protection from acetaminophen-induced liver damage^46^ by inhibiting cytochrome P450 2 E1 isoform (CYP2E1)^47,48^, an iron-donating catalyst implicated in the production of free radicals that damage key macromolecules (e.g., DNA, proteins, and lipids) leading to tissue injury and cell death. The ability of DSF to influence CYP expression and/or activity implies changes in CYP450-mediated metabolism of drugs and possibly other xenobiotics with unanticipated drug–drug interactions. Because of the variability in the pattern of genetic variation between different populations for both CYP450 isozymes and phase II drug-metabolizing enzymes^49,50^, quantitative changes in proteins encoding both classes of enzymes as a consequence of DSF supplementation may have potentially serious implications in predicting the fate and pharmacological consequences of xenobiotics and drugs. Accordingly, careful clinical drug interaction studies using a broad set of combinatorial approaches targeting supplements and frequently prescribed drugs in the management of blood cholesterol, blood pressure, diabetes, and other medical conditions must be conducted to assess the risk of adverse DSF toxicity. Overall, these findings support our previous work in demonstrating the high potential for repurposing DSF to treat patients with obesity and metabolic dysfunction.

## Methods

### Husbandry, diets, and dietary intervention

Liver and serum samples from mice and rats were collected from the same animals reported in Bernier et al.^8^. All animal protocols were approved by the Animal Care and Use Committee (444-TGB-2016) of the National Institute on Aging and the University of Sydney Animal Welfare Office, ethics number: 2018/1365.

#### Microarray analysis

Total RNA was isolated from mouse liver with Trizol® (Invitrogen) and then hybridized to BD-202-0202 Illumina BeadChips. Total RNA was quality-controlled using the Agilent Bioanalyzer RNA 6000 Chip (Agilent) and labeled according to the manufacturer’s instructions using the Illumina® TotalPrepTM RNA amplification kit. A total of 750 ng biotinylated aRNA was hybridized to mouse Ref-8v 2BeadChips (Illumina). Following posthybridization rinses, arrays were incubated with streptavidin conjugated Cy3 and scanned using an Illumina BeadStation 500X Genetic Analysis Systems scanner. Hybridization intensity data were extracted from the scanned images using Illumina BeadStudio GenomeStudio software, V2011.1. Raw data were subjected to *Z*-normalization, as described elsewhere^51,52^. PCA was performed on the normalized *Z*-scores of all of the detectable probes in the samples. Significant genes were selected by the *z*-test < 0.05, false discovery rate < 0.30, as well as *z*-ratio > 1.5 in both directions and ANOVA *P*-value < 0.05. PAGE was analyzed as previously described^53^; *n* = 5 per group; age = 57 weeks; diet = 41 weeks.

#### Quantitative real-time PCR

Total RNA was isolated from the liver using the Trizol reagent (Invitrogen). Complementary DNA was reverse transcribed using the High Capacity cDNA reverse-transcription kit (Applied Biosystems). The real-time PCR was performed on individual cDNAs by using SYBR® Green PCR master mix in StepOne plus Real-time PCR system (Applied Biosystems) to measure duplex DNA formation. The calculation of mRNA expression was performed by the 2^−ΔΔCT^ method normalized to the expression of Hprt and 18S. The oligonucleotide primer sequences are found in Supplementary Table 6; *n* = 5 per group; age = 57 weeks; diet = 41 weeks.

#### Metabolomic analysis of rat serum

Liquid chromatography–mass spectrometry (LC-MS) experiments were performed on an Agilent 1260 Infinity HPLC system (Agilent Technologies, Santa Clara, CA, USA) coupled to a tandem MS (MS/MS) with a triple quadrupole (QqQ) mass analyzer operating in MRM scan mode on the AB SCIEX QTRAP^®^ 5500 MS system. The separation of highly polar analytes such as citric acid cycle intermediates, nucleotide and nucleoside phosphates, high-energy intermediates, organic acids, and glycolytic intermediates, which ionize in the negative ionization mode, was achieved on a polar XBridgeAmide^TM^ column (Waters).^54^ As indicated by Hatchwell et al.^54^, all raw data files (Analyst software, version 1.6.2; AB Sciex, Foster City, CA, USA) were imported into the analysis software Multi-Quant 3.0 for MRM Q1/Q3 peak integration and data were normalized relative to pooled plasma samples that were analyzed in the sample queue after every 6 study samples. The value of each area corresponds to the abundance of that metabolite. To account for any performance drift in the LC-MS/MS, the metabolite abundance was normalized in each sample to the bookended pool plasma sample, deriving a “Normalized area” (normalized abundance) for each metabolite.”

### Proteomics analysis of rat liver

#### Reagents

Acetonitrile (Optima grade), isopropanol (Optima grade), water (Optima grade), methanol LC grade, ammonium hydroxide, formic acid, and TCEP were from Thermo Fisher Scientific (MA, USA). Trifluoroacetic acid (TFA), sodium deoxycholate, formic acid, chloroacetamide, and proteomics-grade trypsin were from Sigma-Aldrich (MO, USA). Ethyl acetate LC-MS grade was from Millipore (MA, USA). All other reagents were from Sigma-Aldrich.

### Liver sample preparation and cleanup using SDB-RPS stagetips

Liver sample preparation was performed as followed: briefly, 25 mg of frozen liver tissue was added to 1 mL of tissue homogenization buffer (4% sodium deoxycholate, 100 mM Tris-HCl pH 8.5) in an 8 mL tube at room temperature followed by immediate homogenization using an Ultra-Turrax T8 stick homogenizer (IKA®-Werke) for 10 s. Each sample was immediately transferred into a 2 mL tube and heated to 95 °C for 10 min. Samples were then sonicated for 10 min total time at 80% amplitude in a QSonica 800R2 instrument at room temperature (RT). Tubes were centrifuged at 18,000 × *g* for 10 min at RT and clarified lysates (~800 μL) were transferred into clean 2 mL tubes and stored at −20 °C. Protein determination was performed using the BCA total protein assay (Pierce, Thermo Fisher Scientific), which showed most extracts at 5 mg/mL.

Before proceeding with enzymatic digestion of the lysates, samples were thawed at 65 °C for 10 min with vortexing at 1000 r.p.m. on a ThermoMixer-C (Eppendorf). Protein (10 μg) was transferred to Protein Lo-bind 1.5 mL tubes (Eppendorf) and SDC buffer (4% sodium deoxycholate, 10 mM TCEP, 40 mM chloroacetamide, and 100 mM Tris-HCl pH 8.5) added (~23 μL) to a final volume of 25 μL. Samples were heated to 95 °C for 10 min at 1500 r.p.m. in an Eppendorf Thermomixer-C with a ThermoTop (heated lid) to denature, reduce, and alkylate proteins. Tubes were then centrifuged at 6000 × *g* for 1 min and cooled to RT prior to the addition of 75 μL of milliQ water (3-fold dilution) and 200 ng trypsin to each tube. Proteins were digested at 37 °C for 16 h at 1500 r.p.m. in a Thermomixer-C with a ThermoTop (heated lid). An equal volume (100 μL) of 99% ethyl acetate/1% TFA was added to the digested peptides to stop the digestion and solubilize the sodium deoxycholate with phase separation prior to SDB-RPS cleanup.

SDB-RPS StageTips were generated by punching double-stacked SDB-RPS discs (Sigma, catalog number 66886-U) with an 18-gauge needle and mounted in 200 μL tips (Eppendorf), as described previously^55^. For StageTip SPE processing using the Spin96, StageTips were inserted into a holder and placed in the top, which was then stacked onto the washbottom containing a polypropylene 96-well microtiter plate to collect the sample flowthrough and washes. Each tip was wetted with 100 μL of 100% acetonitrile and centrifuged at 1000 × *g* for 1 min. Following wetting, each StageTip was equilibrated with 100 μL of 0.1% TFA in H_2_O and 30% methanol/1% TFA with centrifugation for each at 1000 × *g* for 3 min^55^. A second equilibration step was performed with 100 μL of 0.2% TFA in H_2_O with centrifugation at 1000 × *g* for 3 min. Each StageTip was then loaded with the equivalent of ∼10 μg peptides by adding the entire lower aqueous phase with centrifugation at 1000 × *g* for 3 min. The peptides were washed twice with 100 μL of 99% ethyl acetate/1% TFA, which was followed by one wash with 100 μL of 0.2% TFA in water. For elution of peptides, the StageTips were mounted over a clean 96-well PCR plate. To elute, 100 μL of 5% ammonium hydroxide/80% acetonitrile was added to each tip and centrifuged as above for 5 min. Samples in the PCR plate were dried using a GeneVac EZ-2 using the ammonia setting at 35 °C for 60–75 min total drying time. Dried peptides were resuspended in 60 μL of 5% formic acid. Samples were stored at 4 °C until analyzed by LC-MS/MS.

### LC-MS/MS and analysis of spectra

Using a Thermo Dionex RSLCnano, 500 ng of peptides in 5% (v/v) formic acid (injection volume 3 μL) was directly injected onto a 75 μm × 50 cm fused silica column with a ~10 μm pulled tip packed with C18AQ (Dr. Maisch, Ammerbuch, Germany, 1.9 μm). As indicated by Harney et al.^55^ the column was coupled online to a nanospray ESI source. Peptides were resolved over gradient from 5% acetonitrile to 40% acetonitrile over 120 min with a flow rate of 300 nL min^−1^ at 60 °C. Peptides were ionized by electrospray ionization at 2.3 kV. MS/MS analysis was carried out on a Q-Exactive HFX mass spectrometer (Thermo) using Higher-energy collisional dissociation (HCD) fragmentation in positive mode. The data-dependent acquisition method used acquired MS/MS spectra of the top 20 most abundant ions at any one point during the gradient. MS1 scans were acquired from 300 to 1650 *m*/*z* (60,000 resolution, 3e10^6^ AGC target, 20 ms maximum injection time) and MS2 scans having a fixed first m/z of 140 (15,000 resolution, 1e10^5^ AGC target, 25 ms maximum injection time, 27 NCE, 1.4 *m*/*z* isolation width). RAW MS data have been deposited to the ProteomeXchange Consortium (http://proteomecentral.proteomexchange.org) via the PRIDE partner repository with the data set identifier PXD016793, username: , password: U2nPrkRn.

RAW data were analyzed using the quantitative proteomics software MaxQuant^56^ (http://www.maxquant.org, version 1.6.3.4) and the MaxQuant output has also been uploaded to the ProteomeXchange Consortium under the same identifier. This version of MaxQuant includes an integrated search engine, Andromeda^57^. Peptide and protein level identification were both set to a false discovery rate of 1% using a target-decoy based strategy, and proteins were filtered such that they must have >2 razor and unique peptides. The database supplied to the search engine for peptide identification contained both the rat UniProt database downloaded on the 1 April 2019, containing 31,553 protein sequence entries and the MaxQuant contaminants database. As indicated by Hatchwell et al.^54^, mass tolerance was set to 4.5 p.p.m. for precursor ions and MS/MS mass tolerance was 20 p.p.m. Enzyme specificity was set to trypsin (cleavage C-terminal to Lys and Arg) with a maximum of 2 missed cleavages permitted. Deamidation of Asn and Gln, oxidation of Met, pyro-Glu (with peptide N-term Gln), and protein N-terminal acetylation were set as variable modifications. Carbamidomethyl on Cys was searched as a fixed modification. We used the MaxLFQ algorithm for LFQ, integrated into the MaxQuant environment^56,58^. MaxQuant output was processed and statistical tests performed using the R software package (version 3.4.3). Heatmaps were plotted using Tableau (version 2018.3.2).

### Statistics

We analyzed rat liver samples collected after 12 weeks of treatment without or with DSF (100 and 200 mg/kg BW). To these data we applied a Wilcox robust test to allow for proteins whose distribution for the difference between treatment groups across animals was not normally distributed. Fold changes comparing liver protein abundance after DSF treatment vs. control were calculated using the median. The Pearson correlation was calculated between all physiological measures and all measured proteins, and the associated *p*-values were adjusted using the BH correction to control for multiple testing. For all data sets, statistical analyses were performed using R (version 3.4.3) and processed data were plotted using Tableau (version 10.0.2). Data are represented as box plots, unless otherwise stated. Significance was set at *P* < 0.05.

#### Protein extraction, gel electrophoresis, and western blotting

Mouse liver tissues were collected and snap frozen in liquid nitrogen. Liver was then homogenized in RIPA buffer (Boston Bioproducts) supplemented with protease and phosphatase inhibitor cocktails (Sigma-Aldrich) and 10 µM trichostatin A (Sigma-Aldrich) using the Kinetmatica Polytron Homogeneizer (Thermo Fisher Scientific) on ice. After 30 min sitting on ice, homogenates were centrifuged at 14,000 r.p.m. for 10 min at 4 °C. Protein determination was performed on the clarified lysates using the Bradford reagent (BioRad) and were then mixed with 4× laemmli sample buffer. Samples (10 μg per lane) were resolved on pre-casted gradient SDS-polyacrylamide gel electrophoresis gels (Biorad) under reducing conditions and electrotransferred to nitrocellulose membranes. Membranes were blocked for 1 h in PBS-T (10 mM phosphate-buffered saline/0.05% Tween-20) supplemented with 5% bovine serum albumin, then incubated overnight at 4 °C with the primary antibody of interest. The membranes where then incubated with secondary antibodies conjugated with horseradish peroxidase (1 : 5000 in PBS-T/5% non-fat milk) for 1 h at room temperature. Immunoreactive bands were visualized using ECL Plus Western Blotting Detection System and the bands were quantified by scanning densitometry (ImageJ software). Membranes were stained with Ponceau S prior to the blocking step and each band was normalized to the total densitometric value of the Ponceau staining for that line. Alternatively, each band was normalized to a loading control such as glyceraldehyde 3-phosphate dehydrogenase (GAPDH). All blots or gels were derived from the same series of experiments and were processed in parallel; *n* = 5 per group; age = 57 weeks; diet = 41 weeks.

The source of the antibodies used for immunoblotting were as followed: IGFBP2 (Novus, catalog number Nbp1-57914, 1 : 1000 dilution), phosphorylated p65Rel (Cell Signaling, catalog number 3039S, 1 : 1000 dilution), total p65 (Epitomics, catalog number 1546-1, 1 : 10,000 dilution), IL-1β (Cell Signaling, catalog number 12507, 1 : 1000 dilution), acetylated (Abcam, catalog number ab137037), and total SOD2 (Abcam, catalog number ab13533, 1 : 5000 dilution for both antibodies), SIRT1 (Sigma, catalog number S5196, 1 : 2500 dilution), SIRT3 (Cell Signaling, catalog number 5490, 1 : 1000 dilution), GAPDH (Santa Cruz, catalog number sc-32233, 1 : 5000 dilution), acetyl-lysine (EMD Millipore, catalog number 05-515, 1 : 1000 dilution), and 4-HNE (EMD Millipore, catalog number 393206, 1 : 1000 dilution).

#### Measurement of GST activity

The hepatic cytosolic fraction (free of microsomes) was prepared following the method described by Mach et al.^59^ and protein concentration was determined by Bradford method. The GST activity toward DCNB (1,2-dichloro-4-nitrobenzene) was measured according to an established method^60^. In brief, diluted cytosolic extract was mixed with glutathione and GST activity was measured over 5 min upon addition of the substrate DCNB to produce a detectable conjugate measured at 340 nm absorbance at room temperature.

#### Cell cultures

Mouse fibroblasts (NIH3T3) were obtained from the American Type Culture Collection (Manassas, VA). All cells were maintained in Dulbecco’s modified Eagle’s medium (Sigma-Aldrich, St-Louis, MO) in the presence of 10% newborn calf serum, 50 μg/ml penicillin, and 50 μg/ml streptomycin in a humidified incubator at 37 °C with 5% CO_2_.

#### Macroautophagy analysis

Similar to previous studies, macroautophagy activity was measured in intact cells upon transduction with lentivirus carrying the mCherry-GFP-LC3 tandem construct. Cells were plated on coverslips or glass-bottom 96-well plates and fluorescence was read in both red and green channels. Puncta positive for both fluorophores correspond to APGs, whereas those only positive for the red fluorophore correspond to AUTs. Autophagic flux was determined as the conversion of APGs (yellow) to AUTs (red only puncta)^41^.

#### High-content microscopy

Similar to previous studies, high-content microscopy was performed as reported by Hernandez et al.^41^. Cells plated in glass-bottom 96-well plates were treated for the indicated times and, after fixation with 4% paraformaldehyde, images were acquired using a high-content microscope (Operetta, Perkin-Elmer). Images of nine different fields per well were captured, resulting in an average of 2500–3000 cells per condition. Nuclei and puncta were identified using the manufacturer’s software. The number of particles/puncta per cell was quantified using the “particle identifier” function in the cytosolic region after thresholding in non-saturated images^39,61^. In all cases, focal plane thickness was set at 0.17 μm and sections with maximal nucleus diameter were selected for quantification. Values are presented as number of puncta per cell section. Under our acquisition conditions, these values represent ~10–20% of the total puncta per cell.

#### Intracellular protein degradation

The degradation of long-lived proteins was measured as reported by Hernandez et al.^41^. In brief, confluent cells were labeled with ^3^H-leucine (2 μCi/ml, Perkin-Elmer, Waltham, MA) for 48 h at 37 °C and then extensively washed and maintained in complete (10% fetal bovine serum) or serum-deprived medium containing an excess of unlabeled leucine (2.8 mM) to prevent reutilization of radiolabeled leucine^61,62^. Aliquots of the media taken at different times were precipitated with TCA and proteolysis was measured as the percentage of the initial acid-insoluble radioactivity (protein) transformed into acid-soluble radioactivity (amino acids and small peptides) at the end of the incubation. Total radioactivity incorporated into cellular proteins was determined as the amount of acid-precipitable radioactivity in labeled cells immediately after washing.

### Statistical analysis

No statistical method was used to predetermine sample size. All statistical analyses were done with two-tailed unpaired Student’s *t*-test or one-way ANOVA, followed by Tukey’s post hoc comparison, unless otherwise stated. These analyses reflect fold change from SD- or HFD-fed control animals and were performed using either Excel for Mac (Microsoft Corp.) or Prism v.6 (GraphPad Software). Data are expressed as means ± SEM. Values of *P* ≤ 0.05 were considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

reporting summary

SI

## Data Availability

The data sets generated during and/or analyzed during the current study are available from the corresponding author, Rafael de Cabo (), on reasonable request. This study did not generate new unique reagents. Our microarray data have been deposited in the Gene Expression Omnibus database (https://www.ncbi.nlm.nih.gov/geo) with the following accession number GEO: GSE110200. RAW MS data from our liver proteome analysis have been deposited to the ProteomeXchange Consortium (http://proteomecentral.proteomexchange.org) via the PRIDE partner repository with the data set identifier PXD016793, username: , password: U2nPrkRn.

How the deposited data were processed for this re-analysis (not part of the article)

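Liver RNA of 30 male mice, 5 in each of 6 groups, was measured on 32 Illumina MouseRef-8 v2 BeadChip arrays, as the paper's methods and the sample labels describe. The authors extracted the probe intensities with GenomeStudio (version 2011.1) and deposited them on a linear scale, from 27 to 37030, with no background subtraction or normalization visible in the values. The detection p-value of each probe on each array was deposited with them and was computed by GenomeStudio against the array's negative controls. A second deposited table holds the authors' score for each probe, the Z-normalized log10 intensity of each array, rounded to 2 decimals. Each array of that table matched 1 array of intensities (Pearson's r at least 0.99996, and 0.9936 for the array with the least signal). For the groups with DSF, the labels of the second table do not give the replicate numbers of the first. The match by values was not used to assign them, so the scores were used only in alternatives.

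Intensities were converted to log2, centred on each array's mean over all probes, divided by the array's standard deviation and multiplied by the mean standard deviation of the arrays (1.79 for 30 mice and 1.89 for 27 mice). Probes were kept if detected at p under 0.05 in at least 5 mice, and the probe of highest mean signal stood for each gene. Of the probes, 23978 carry a gene symbol, and the 1719 without one each stood for themselves. Depth on these arrays is signal over background. On 29 arrays the median signal was 57 to 77, the standard deviation of log2 intensity 1.78 to 1.99 and the median correlation between mice of a group 0.99 (lowest 0.956). For SDH replicate 16 the standard deviation was 0.102 and the highest signal 60, and for HFDL replicate 10 and HFDH replicate 16 the standard deviations were 1.08 and 1.23.

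Groups were compared with limma (version 3.58.1, R 4.3.3), with 1 mean per group, empirical Bayes moderation and Benjamini-Hochberg adjustment over all genes in each comparison, at an adjusted p under 0.05 and no minimum fold. All adjusted p of single genes are from this model, whose spread is shared by the 6 groups, and standard errors are those of the log2 fold change. For folds given as at least a value, signals of the dimmer group under their array's lowest detected signal were raised to it. Such a fold is a point estimate without sampling error. The 5 comparisons were HFD-SD, HFDL-HFD, HFDH-HFD, SDL-SD and SDH-SD, and the high dose against the low dose and the difference between the diets were tested in the same fit. In all, 55 gene lists were written from known gene functions and the paper's pathways before the data were examined, as were the tests, the 30-mouse design, the rule for naming genes and most alternatives. They were tested against all other genes with camera at a preset correlation between genes of 0.01, adjusted over all lists and comparisons together, and again with an estimated correlation, fry and the study's PAGE. Counts of a list's genes are given over all genes and, where stated, adjusted over the list alone. Principal components were computed on detected probes, centred and not scaled. They were tested by permutation, exact where a group held under 10 mice, and adjusted over 9 tests. The study's own criteria were also applied, with z-test p under 0.05, FDR under 0.3, absolute z-ratio above 1.5 and one-way p under 0.05, and these counts are set beside the paper's values.

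Genes were named by rule, with the 10 largest rises and falls per comparison among those past the test, every gene the paper names, up to 4 genes of a described list, and 10 each way for genes changed in all 4 comparisons with DSF. For the genes changed in all of HFD-SD, HFDL-HFD and HFDH-HFD, the rule names the 6 of the paper and the 10 with the largest change, and for differences between diets or doses, 5 each way. Genes outside this rule that are named for a count of 5 or fewer were chosen after their values were seen. The markers of pancreatic acini, and the growth-hormone lists, were among the 55.

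The model was tested on simulated data, with 200 genes shifted in HFDH-HFD. Of those shifted by 1 on the log2 scale, it called 71 (35.5%) with 4 false calls over 30 mice, and 183 (91.5%) with 10 false calls over 27 mice. Shifted by 2, it called 149 (74.5%) with 8 false calls and 197 (98.5%) with 15 false calls. The simulated noise was normal and drawn singly for each gene and mouse, with the gene's fitted spread. It holds no outlying arrays and no joint variation of genes, so these rates need not hold for the real data. The fit without the 3 mice whose arrays detected under 35% of the probes was added after seeing the data, including how many and which genes it called. It calls many more genes than the fit planned at first, which is why both are given throughout. A fit also without SD replicate 2 and SDH replicate 17 was added after seeing the data too. Their means over the pancreatic acinar genes were more than 1 log2 unit above the mean of the 27 mice. The alternatives were quantile normalization, neqc (offset 16), the authors' scores, no filter, a stricter filter (detection p under 0.01), all detected probes, the 2 groups alone, trend and robust moderation, either of 2 repeat arrays, the replicate number as a block, and leaving out each mouse. The data of the rats, the metabolic and behavioural measurements and the blots of the paper were not analysed here.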

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

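Only the test of the low-signal arrays below was chosen after its result had been seen. The arrays of SDH replicate 16, HFDL replicate 10 and HFDH replicate 16 lay far below the others of their groups in the share of probes detected, with gaps of 0.863, 0.899 and 0.931 of the group's range. Among the genes the paper names, Cyp2b13 in SDL replicate 9, Hk2 in SDH replicate 17, Hsd3b5 in SDL replicate 8 and Avpr1a in HFDL replicate 7 stood apart from their groups in the 27 mice, by 0.764, 0.892, 0.801 and 0.852 of the range. These are 4 of 66 gene groups and 3 of 6 groups of arrays tested, and chance alone marks about 1 in 20.

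High-dose DSF changed 6 genes differently on the 2 diets in the 27 mice, a set chosen after seeing the data (test of the difference in limma, 2 higher and 4 lower on HFD than on SD, 1271 at an unadjusted p under 0.05). Fam25c rose on SD by 1.78 but not on HFD (-0.06), a difference of -1.84 (adjusted p = 0.0034), and Afm, a plasma protein that carries vitamin E, by 1.20 against -0.05 (difference -1.25, adjusted p = 0.027). Marchf8, a ubiquitin ligase, was at 0.33 on SD (adjusted p = 0.089) and fell on HFD by 0.68 (difference -1.01, adjusted p = 0.0091). Slc16a10, a transporter of aromatic amino acids, was at -0.44 on SD (adjusted p = 0.055) and rose on HFD by 0.61 (difference 1.04, adjusted p = 0.027). Mfsd4b1, a sugar transporter, fell on SD by 0.57 and rose on HFD by 0.44 (difference 1.01, adjusted p = 0.0034). Afm was lost without SD replicate 2, SDH replicate 15 or 17, HFD replicate 1, 2 or 3 or HFDH replicate 17 (adjusted p up to 0.073), and Slc16a10 without SD replicate 1, 2 or 3, SDH replicate 15 or HFD replicate 2 or 3 (up to 0.072). With only the 4 groups concerned in the fit, Afm, Marchf8, Slc16a10 and Mfsd4b1 were lost (0.12, 0.1, 0.18 and 0.058). The count of 6 became 3 without SD replicate 2 or SDH replicate 15, 32 without SD replicate 4, 13 without SD replicate 5 or HFD replicate 5B and 15 without SDH replicate 13. No difference passed in limma over all 30 mice (0 genes, 325 at an unadjusted p under 0.05).

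Few genes passed over all 30 mice, 35 calls over the 5 comparisons, against 1344 without the 3 mice of low signal. In 1 of 100 choices of 1 mouse each from SDH, HFDL and HFDH were there as many calls, the real choice (1344; highest other 545; median of the others 24). The low signal of these arrays may therefore account for most of the missing calls, which remains a hypothesis since it was found and tested on the same data. The cause of the low signal, and a difference of these livers themselves, were not tested.

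Ribosomal protein genes rose as a list in the 4 comparisons with DSF in the 27 mice, with medians of 0.19 in HFDL-HFD and 0.29 in HFDH-HFD (camera adjusted p = 2.3e-11 and 2.4e-15; adjusted p = 0.44 and 0.33 with an estimated correlation) beside those on SD. A scaling that moves bright probes is argued against as the whole cause, since the list lay at or above the 99.9th percentile of random lists matched on intensity. The random medians were 0.07 to 0.10. In HFDL-HFD they reached 0.098 where the list had 0.186, so a part may come from scaling. Random genes were drawn singly and lack the joint variation of ribosomal genes. The percentile therefore cannot decide on chance or on another cause at the level of the arrays. The choice of normalization as the whole cause is argued against too for DSF, as the largest adjusted p under quantile normalization or neqc was 0.0115 (medians 0.07 to 0.22), though quantile normalization left 0.07 of 0.19 in HFDL-HFD and 0.13 of 0.29 in HFDH-HFD, and both turned the rise in HFD-SD (adjusted p = 3.4e-04) downward (0.084 and 0.11). With an estimated correlation no comparison passed, an effect of DSF on ribosomal transcripts stays open, and so does a trend of the arrays that goes with the groups.

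Of the genes that differ between male and female liver through growth hormone, the median of 21 female-biased genes minus that of 35 male-biased genes was 0.54 in HFD-SD, -0.50 in HFDL-HFD and -0.68 in HFDH-HFD of the 27 mice. On HFD the female-biased list rose (2 genes called, camera adjusted p = 4.7e-04; adjusted p = 0.51 with an estimated correlation) and the male-biased list fell (1 called, median -0.28, 0.022; adjusted p = 0.79 with an estimated correlation), the latter not without SD replicate 2 or 4 or HFD replicate 1, 3 or 4 (up to 0.33). With DSF the male-biased list rose in HFDL-HFD (0 called, median 0.28, 4.4e-04; adjusted p = 0.65 with an estimated correlation) and HFDH-HFD (2 called, 0.31, 0.0025; adjusted p = 0.73 with an estimated correlation), the latter not under quantile normalization (0.08) or neqc (0.077), while the female-biased list did not pass (0.25 and 0.17) and its member Cyp2b10 rose. A single HFD mouse as the source is argued against, since the difference on HFD stayed at 0.381 or above without each, but not a part of the group, as Hsd3b5 lay at -0.97, -0.87 and -0.56 in HFD replicates 1, 3 and 4 and at 3.72 and 4.22 in replicates 2 and 5B. The HFD mice shared by both comparisons may still produce the opposite signs, as the covariance of the fold changes with separate HFD mice ran from -0.579 to 0.147 over 20 splits (-0.508 with all mice in both).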

How the results depend on the processing

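The alternatives without the 3 mice of low signal or the 2 with pancreatic transcripts, and the series matrix values with a replicate block, were chosen after seeing the data. Over all 30 mice, the counts moved by more than 1.5 times as follows, and where no construction is named the cause was not tested. Without the 3 mice of low signal, they were 93 in HFD-SD, 46 in HFDL-HFD, 437 in HFDH-HFD, 63 in SDL-SD, 705 in SDH-SD, 6 for the diet difference at the high dose, 518 in any and 5 in all of the 3 HFD comparisons, 708 in either and 60 in both on SD, and 4 higher and 10 lower in all 4. With quantile normalization and neqc, HFDL-HFD had 2 and 2, HFDH-HFD 10 and 12, SDL-SD 0 and 1, any of 3 10 and 12, both SD comparisons 0 and 1, and lower in all 4 0 and 0. Fitted with only the mice compared, HFD-SD had 15, HFDL-HFD 3, HFDH-HFD 11, SDL-SD 18 and SDH-SD 0. With no filter, SDL-SD, both SD comparisons and lower in all 4 had 1 each, with the stricter filter the first 2 had 5, and with trend and robust moderation 6, with 13 in SDH-SD and in either. All detected probes gave 12 and the first arrays 11 in SDH-SD and in either. The replicate block on the series matrix gave 0, 7, 15, 2 and 8 genes in HFD-SD, HFDL-HFD, HFDH-HFD, SDL-SD and SDH-SD, against 1, 6, 15, 2 and 6 without it. Mice of the same number were no more alike than others (median r -0.0027 against 0.0111), and 9 mice were closest to one of their own number, so the numbers do not pair the mice. A block for the chip was not run, because the files do not name the chip.

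Without each mouse in turn, the 30-mouse counts ran from 0 to 2 in HFD-SD, 4 to 16 in HFDL-HFD, 6 to 54 in HFDH-HFD, 0 to 8 in SDL-SD, 5 to 30 in SDH-SD, 0 to 1 for the high-dose diet difference, 6 to 54 in any and 0 to 1 in all of 3, 5 to 30 in either and 0 to 8 in both on SD, 0 to 4 lower in all 4, 0 to 1 for the doses on SD, and 0 to 0 for the doses on HFD, the low-dose diet difference and higher in all 4. In the 27 mice they ran from 21 to 243, 18 to 62, 167 to 577, 29 to 103 and 340 to 854, 3 to 32 for the diet difference, 241 to 714 in any and 0 to 7 in all of 3, 27 to 96 in both on SD, and 2 to 6 higher and 6 to 14 lower in all 4. Among mice of the groups compared alone, the highest were 24 in any of 3 over the 30 mice (without HFDL replicate 10), and in the 27 mice 56 in HFDL-HFD (without HFD replicate 5B) and 824 in SDH-SD (without SD replicate 5). In those 27, the 2 groups alone gave 16 in HFD-SD, 18 in SDL-SD, 115 in SDH-SD and 1 for the diet difference, which had 10 with quantile normalization and 13 with neqc. All of 3 had 3 with quantile normalization, 1 with no filter and 2 with the first arrays, its reciprocal share was 50 without SD replicate 3 or 5, higher in all 4 had 2 with no filter and 2 without the pancreatic mice, which gave 340 in SDH-SD, and lower in all 4 had 6 with neqc. Of the tests of gene lists over all 30 mice, 47 of 275 passed, 76 with no filter and 43 to 63 without each mouse. With an estimated correlation 4 passed there, with fry 4 and with PAGE 115. In the 27 mice 77 of 275 passed, but 0 with an estimated correlation, 32 with fry and 132 with PAGE.

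By the study's criteria, dropping the one-way test gave 893 in HFD-SD, 348 in HFDH-HFD, 766 in SDL-SD, 1220 in any of 3 and 816 in either on SD, and 32 arrays gave 20 in all 3. Quantile normalization before the Z-score gave 139, 55, 114 and 148 in HFD-SD, HFDL-HFD, HFDH-HFD and SDL-SD, 239 in any, 172 in either, 42 in both, 2 higher and 6 lower. Without the 3 mice of low signal they were 703, 664, 825, 620 and 804, with 1623, 57, 1047, 377, 23 and 70 in the overlaps. Without each mouse they ran from 170 to 384, 54 to 239, 97 to 299, 148 to 357 and 46 to 428, 325 to 633 in any, 5 to 23 in all, 71.43 to 94.12 for the reciprocal share, 171 to 564 in either, 33 to 221 in both, 1 to 7 higher and 9 to 28 lower, and SDL-SD had 238 at most without a mouse of its own groups (SD replicate 1). The first component held 60.7% with no filter, 32.3% with probes past the one-way test, 18.9% without the 3 mice and 53.1% to 73.9% without each mouse. The second held 26.8%, 24.6%, 14.5% and 4.77% to 34%, and the last 3.03% with probes detected on every array, 10.1% past the one-way test, 6.04% for group means, 12.9% without the 3 mice and 2.17% to 3.59% without each. Of the values of named genes, 5076 kept direction and side of the threshold, 159 newly passed, 143 no longer passed and 2 reversed, Pla1a (-0.08 to 0.56) and Mfsd4b1 (-0.11 to 0.47) in HFDL-HFD without the 3 mice. Of 264 named calls in the 27 mice, none changed sign, 111 passed under every setting and 130 without every mouse.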

Differences from the paper's values

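Counts in this part use the study's stated thresholds on detected probes over all 30 mice, with the z-test's variance and the background of the FDR chosen here, since the paper does not state them. The 2nd principal component held 33.4% of the variance, against the paper's 21.8%. Of the alternatives set before the data were examined, probes detected on every array (30.8%), no filter (26.8%), probes past the one-way test (24.6%), quantile normalization (29.4%) and leaving out HFDL replicate 10 (23%) or HFDH replicate 16 (23.2%) lie within 1.5 times of it. Group means (38.2%), 32 arrays (33%) and leaving out any other mouse do not. The 3rd component held 2.45%, against about 9.6% in the paper's Fig. 1c, read by eye, and only probes past the one-way test (10.1%) come within range among those alternatives. Without the 3 mice of low signal, chosen after seeing the values, it held 12.9%, and with probes past the one-way test there, the 3 components held 30.7%, 19.9% and 9.54%.

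In any of HFD-SD, HFDL-HFD and HFDH-HFD 405 transcripts passed, against the paper's 2359, and in all 3, 12 against the paper's 150. Of these, 11 were reciprocal, against the paper's 80, or 91.67% against the paper's 53.3%. The 3 comparisons share the HFD mice, and in data simulated with no effect the criteria gave on average 13 in all 3, with 100% reciprocal (3.33 and 96.2% for the 27 mice). On SD, 265 passed in either comparison and 64 in both, against the paper's 1526 and 677. In all 4 comparisons with DSF 1 was higher and 15 lower, against the paper's 65 and 81. By comparison, 246 passed in HFD-SD, 175 in HFDH-HFD and 87 in HFDL-HFD, against about 1200, about 1300 and about 900 in the paper's Fig. 1d, read by eye. Of the alternatives set before the data were examined, the count in HFD-SD comes within range without the one-way test (893). The reciprocal share does so with 32 arrays as separate samples (75%) and without SD replicate 1 or 5 or HFD replicate 1 or 3 (77.78%, 73.33%, 72.73% and 71.43%), while no such alternative does for the other counts. Without the 3 mice of low signal, chosen after seeing the values, 1623 passed in any of the 3 comparisons and 57 in all, 38 of them reciprocal (66.67%). That set, chosen after seeing the values, also gave 1047 in either SD comparison, 377 in both, 23 higher and 70 lower in all 4, and 664 in HFDL-HFD. With no filter as well, also chosen after seeing the values, 2455 passed in any of the 3 and 111 in all (52.25% reciprocal), 1534 and 562 on SD, 34 higher and 102 lower in all 4, and 1070, 993 and 1340 in HFD-SD, HFDL-HFD and HFDH-HFD.

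Z-ratios of single genes are compared with the paper's Fig. 1e, read by eye. In HFD-SD, Cyp2b13 was at 13.9 (paper about 18), Hk2 at 2.83 (paper about 6.2), Cyp7b1 at -2.09 (paper about -4.0) and Hsd3b5 at -12.2 (paper about -20). In HFDL-HFD, Cyp2b13 was at -5.17 (paper about -14), Cidec at -4.5 (paper about -9.6), Hk2 at -1.46 (paper about -7.3), Cyp7b1 at 2.66 (paper about 6.3), Igfbp2 at 4.64 (paper about 9.1) and Hsd3b5 at 6.88 (paper about 21). All have the paper's sign. Of the alternatives set before the data were examined, no filter brings the z-ratio within its standard error of the paper's value for Cyp2b13 (18, error 3.1), Hsd3b5 (-15.8, error 6) and Cyp7b1 (-2.7, error 1.8) in HFD-SD. Quantile normalization before the Z-score does so for Cyp7b1 (-3.01), and none does for the others. Without the 3 mice of low signal, chosen after seeing the values, the z-ratios in HFDL-HFD were nearer the paper's, at -9.2 for Cyp2b13, -7.97 for Cidec, -4.65 for Hk2, 3.99 for Cyp7b1, 7.22 for Igfbp2 and 13.9 for Hsd3b5, but each still more than its standard error away.

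Some statements of the paper were not matched. It assigns the effect of DSF to the 2nd component, where here no test of DSF on that component passed. In the 27 mice, the 1st and the 3rd separated mice with and without DSF. Components of the same rank need not be the same axis. Over the 30 mice, SDH replicate 16, HFDL replicate 10 and HFDH replicate 16 lay at -130, 159 and 158 on the 2nd. In the 27 mice, SDH replicate 17, which carried pancreatic transcripts, lay lowest on the 2nd, at -45.3. The paper names Hk2, Hsd3b5, Cidec and Cyp7b1 among genes that DSF turned back. By adjusted p in the 27 mice none of the 4 passed in all 3 comparisons of HFD, though all had opposite signs there, and by the study's criteria Cidec passed in all 3 over the 30 mice. Those criteria were also passed in all 3 by Hsd3b5, Igfbp2 and Cyp2b13 in the 27 mice, chosen after seeing the values, where Cyp7b1 passed in the 2 comparisons with DSF and Hk2 in none. It counts Acot11 and Avpr1a among genes changed at every dose on both diets, and here they did not pass by adjusted p in SDL-SD, nor Acot11 in HFDL-HFD. By the study's criteria in the 27 mice, chosen after seeing the values, Avpr1a passed in all 4, and Acot11 in all but SDL-SD (z-ratio -3.28). It reports several altered cytochrome P450 genes, members of the Cyp2c subfamily among them, right after the genes shared by all 4 comparisons. Cyp2b10 alone of 55 measured passed in all 4 by adjusted p, and by the study's criteria in the 27 mice, chosen after seeing the values, Cyp2c29 did as well. The paper's pathway statements rest on its own gene sets and samples, while the lists here were written from known gene functions and its pathways. A list that did not pass here is therefore no repeat of the paper's test. The paper reports lower triglyceride hydrolysis with DSF on SD, where a list of 14 such genes had medians near 0 in the 27 mice (PAGE adjusted p = 0.64 and 0.12). It reports that the electron transport chain turned back with DSF, where PAGE, the study's method, gave adjusted p = 0.71 in HFDL-HFD and 0.41 in HFDH-HFD in the 27 mice. For branched-chain amino acid degradation, PAGE there gave 0.0075 and 0.0038, downward as in the paper. It reports lysosomes among the leading terms with DSF, where the list gave PAGE adjusted p = 0.12 to 0.71 with DSF, although single genes such as Gm2a and Sort1 rose. Raet1b is not among the symbols of the probes.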

Other observations

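Metal-handling genes rose with high-dose DSF on SD in the 27 mice, a set chosen after seeing the data, with 5 of 25 higher and 0 lower (7 higher and 1 lower over the list alone). Among them were Mt2, which encodes the metal-binding metallothionein 2, by 2.55 on the log2 scale (standard error 0.47, adjusted p = 0.0021) and the transferrin receptor Tfrc by 1.54 (adjusted p = 0.0043). Mt2 also rose on HFD by 2.06 (adjusted p = 0.021), but not without SD replicate 1, 2 or 3 or HFD replicate 3 or 4 (up to 0.077). With only the mice of the 2 groups in the fit, Mt2 was lost in both (0.064 in SDH-SD and 0.14 in HFD-SD). By camera the list rose in SDH-SD, SDL-SD, HFDH-HFD and HFD-SD (adjusted p = 0.0056, 0.0052, 0.046 and 2.8e-04; adjusted p = 0.18, 0.18, 0.37 and 0.1 with an estimated correlation). None of these calls held under quantile normalization (0.13, 0.18, 0.36 and 0.096) or neqc (0.13, 0.18, 0.4 and 0.098), nor that in HFDH-HFD without HFD replicate 1, 2 or 5B or HFDH replicate 13, 14 or 15 (up to 0.12). Slc39a4, a zinc importer, rose in SDL-SD by 2.01 (adjusted p = 0.017), but not without SD replicate 2 or 4 or SDL replicate 8 or 9 (up to 0.062). Adipocyte marker genes fell with DSF on HFD, 2 of 8 at the low dose and 4 at the high dose, and 1 fell in SDL-SD. In SDH-SD, Cidea and Pparg fell while Lpl rose by 2.45 (adjusted p = 2.3e-04), and the list did not pass (camera adjusted p = 0.61). In the other 3 comparisons the camera adjusted p were 4.4e-04, 0.014 and 0.014 (adjusted p = 0.11, 0.31 and 0.3 with an estimated correlation), the last lost without SD replicate 4 (0.12), and Cidea, Cidec and Pparg are also in the lipid droplet list. Pancreatic transcripts were present in 1 SD and 1 SDH mouse.

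DSF is known for inhibiting aldehyde dehydrogenases. Of 20 alcohol and aldehyde dehydrogenase genes, 3 fell and 0 rose in HFDH-HFD (5 fell over the list alone) and 2 fell in SDH-SD. The list did not pass with DSF by camera in these mice (adjusted p from 0.13 to 0.63). Collagen and other matrix genes fell on SD, with medians of -0.31 in SDL-SD and SDH-SD (camera adjusted p = 1.8e-05 and 0.02; adjusted p = 0.51 and 0.78 with an estimated correlation), the second not without SD replicate 2 or 5 or SDH replicate 14 (up to 0.29). Markers of macrophages and Kupffer cells and of adipocytes fell with them in SDL-SD, with medians of -0.26 and -0.50 (camera adjusted p = 0.019 and 0.014; adjusted p = 0.78 and 0.3 with an estimated correlation), the first not without SD replicate 4 or 5 or SDL replicate 8 (up to 0.4). Mitochondrial fatty acid oxidation genes were higher on HFD than on SD (median 0.20, camera adjusted p = 3.2e-06; adjusted p = 0.13 with an estimated correlation), with 1 of 18 past limma's test. Igfbp3, a carrier of insulin-like growth factors, fell by 1.00 in SDH-SD (adjusted p = 0.0076, and 0.11 with only the 2 groups in the fit), while its list did not pass there (camera adjusted p = 0.61). No gene differed between the doses in limma, with 0 in HFDH-HFDL (588 at an unadjusted p under 0.05) and 0 in SDH-SDL (844 unadjusted), though by the labels the food of HFDL and HFDH differed little in DSF (2.33 and 2.67 g/kg).

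The splits here were set before their results were seen, but the 27 mice were chosen after seeing the real counts of both sets. In 100 splits of the mice of both groups, the real one included, chance was set against the number of genes called. With all 30 mice the real split gave 1 gene in HFD-SD (highest other 0), 6 in HFDL-HFD (1), 19 in HFDH-HFD (0) and 2 in SDL-SD (1), and in each only 1 of the 100 splits gave as many. In SDH-SD, 3 splits gave as many as the real 7, and the highest other gave 23, which points to a structure of the samples. With the 27 mice the real splits gave 93, 46, 437, 63 and 705 in HFD-SD, HFDL-HFD, HFDH-HFD, SDL-SD and SDH-SD, and the highest others 81, 35, 177, 43 and 594, with 1 of 100 splits as large in each. With 100 splits the smallest share that can be seen is 1 of 100, so chance is made less likely but not excluded. In the 27 mice the splits decide less, since that set was chosen after seeing the real counts and other splits called many genes. A structure of the samples stays open there, and in SDH-SD over the 30 mice.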
